# From bud formation to flowering: transcriptomic state defines the cherry developmental phases of sweet cherry bud dormancy

**DOI:** 10.1186/s12864-019-6348-z

**Published:** 2019-12-12

**Authors:** Noémie Vimont, Mathieu Fouché, José Antonio Campoy, Meixuezi Tong, Mustapha Arkoun, Jean-Claude Yvin, Philip A. Wigge, Elisabeth Dirlewanger, Sandra Cortijo, Bénédicte Wenden

**Keywords:** Transcriptomic, RNA sequencing, Time course, *Prunus avium* L., Prediction, Seasonal timing

## Abstract

**Background:**

Bud dormancy is a crucial stage in perennial trees and allows survival over winter to ensure optimal flowering and fruit production. Recent work highlighted physiological and molecular events occurring during bud dormancy in trees. However, they usually examined bud development or bud dormancy in isolation. In this work, we aimed to further explore the global transcriptional changes happening throughout bud development and dormancy onset, progression and release.

**Results:**

Using next-generation sequencing and modelling, we conducted an in-depth transcriptomic analysis for all stages of flower buds in several sweet cherry (*Prunus avium* L.) cultivars that are characterized for their contrasted dates of dormancy release. We find that buds in organogenesis, paradormancy, endodormancy and ecodormancy stages are defined by the expression of genes involved in specific pathways, and these are conserved between different sweet cherry cultivars. In particular, we found that *DORMANCY ASSOCIATED MADS-box* (*DAM*), floral identity and organogenesis genes are up-regulated during the pre-dormancy stages while endodormancy is characterized by a complex array of signalling pathways, including cold response genes, ABA and oxidation-reduction processes. After dormancy release, genes associated with global cell activity, division and differentiation are activated during ecodormancy and growth resumption. We then went a step beyond the global transcriptomic analysis and we developed a model based on the transcriptional profiles of just seven genes to accurately predict the main bud dormancy stages.

**Conclusions:**

Overall, this study has allowed us to better understand the transcriptional changes occurring throughout the different phases of flower bud development, from bud formation in the summer to flowering in the following spring. Our work sets the stage for the development of fast and cost effective diagnostic tools to molecularly define the dormancy stages. Such integrative approaches will therefore be extremely useful for a better comprehension of complex phenological processes in many species.

## Background

Temperate trees face a wide range of environmental conditions including highly contrasted seasonal changes. Among the strategies to enhance survival under unfavourable climatic conditions, bud dormancy is crucial for perennial plants since its progression over winter is determinant for optimal growth, flowering and fruit production during the subsequent season. Bud dormancy has long been compared to an unresponsive physiological phase, in which metabolic processes within the buds are halted by cold temperature and/or short photoperiod. However, several studies have shown that bud dormancy progression can be affected in a complex way by temperature, photoperiod or both, depending on the tree species [1–5]. Bud dormancy has traditionally been separated into three main phases: (i) paradormancy, also named “summer dormancy” [6]; (ii) endodormancy, mostly triggered by internal factors; and (iii) ecodormancy, controlled by external factors [7, 8]. Progression through endodormancy requires cold accumulation whereas warmer temperatures, i.e. heat accumulation, drive the competence to resume growth over the ecodormancy phase. Dormancy is thus highly dependent on external temperatures, and changes in seasonal timing of bud break and blooming have been reported in relation with global warming. Notably, advances in bud break and blooming dates in spring have been observed for tree species, such as apple, cherry, birch, oak or Norway spruce, in the northern hemisphere, thus increasing the risk of late frost damages [9–14], while insufficient cold accumulation during winter may lead to incomplete dormancy release associated with bud break delay and low bud break rate [15, 16]. These phenological changes directly impact the production of fruit crops, leading to large potential economic losses [17]. Consequently, it becomes urgent to acquire a better understanding of bud responses to temperature stimuli in the context of climate change in order to tackle fruit losses and anticipate future production changes.

In the recent years, an increasing number of studies have investigated the physiological and molecular mechanisms of bud dormancy transitions in perennials using RNA sequencing technology, thereby giving a new insight into potential pathways involved in dormancy. The results suggest that the transitions between the three main bud dormancy phases (para-, endo- and eco- dormancy) are mediated by pathways related to *DORMANCY ASSOCIATED MADS-box* (*DAM*) genes [18], phytohormones [19–22], carbohydrates [22, 23], temperature [24, 25], photoperiod [26], reactive oxygen species [27, 28], water deprivation [26], cold acclimation and epigenetic regulation [29]. Owing to these studies, a better understanding of bud dormancy has been established in different perennial species [18, 30, 31]. However, we are still missing a fine-resolution temporal understanding of transcriptomic changes happening over the entire bud development, from bud organogenesis to bud break.

Indeed, the small number of sampling dates in existing studies seems to be insufficient to capture all the information about changes occurring throughout the dormancy cycle as it most likely corresponds to a chain of biological events rather than an on/off mechanism. Many unresolved questions remain: What are the fine-resolution dynamics of gene expression related to dormancy? Are specific sets of genes associated with dormancy stages? Since the timing for the response to environmental cues is cultivar-dependant [32, 33], are transcriptomic profiles during dormancy different in cultivars with contrasted flowering date?

To explore these mechanisms, we conducted a transcriptomic analysis of sweet cherry (*Prunus avium* L.) flower buds from bud organogenesis until the end of bud dormancy using next-generation sequencing. Sweet cherry is a perennial species highly sensitive to temperature [34] and we focused on three sweet cherry cultivars displaying contrasted flowering dates. We carried out a fine-resolution time-course spanning the entire bud development, from flower organogenesis in July to flowering in spring of the following year (February to April), encompassing para-, endo- and ecodormancy phases. Our results indicate that transcriptional changes happening during dormancy are conserved between different sweet cherry cultivars, opening the way to the identification of key factors involved in the progression through bud dormancy.

## Results

### Transcriptome accurately captures the dormancy state

In order to define transcriptional changes happening over the sweet cherry flower bud development, we performed a transcriptomic-wide analysis using next-generation sequencing (RNA-seq) from bud organogenesis to flowering. According to bud break percentage (Fig. 1a), morphological observations (Fig. 1b), average temperatures (see Additional file 1: Figure S1a ) and descriptions from Lang et al.*,* (1987), we assigned five main stages to the flower buds samples (Fig. 1c): i) flower bud organogenesis occurs in July and August; ii) paradormancy corresponds to the period of growth cessation, that we arbitrarily delimited to September; iii) during the endodormancy phase, initiated in October, buds are unresponsive to forcing conditions therefore the increasing bud break percentage under forcing conditions suggests that endodormancy was released on 9th December 2015, 29th January 2016, and 26th February 2016 for the three cultivars ‘Cristobalina’, ‘Garnet’ and ‘Regina’, respectively, thus corresponding to iv) dormancy release; and v) ecodormancy starting from the estimated dormancy release date until flowering. We harvested buds at 11 dates spanning all these bud stages for the sweet cherry cultivars ‘Cristobalina’, ‘Garnet’ and ‘Regina’, and generated a total of 81 transcriptomes (RNA-seq samples in Additional file 2: Table S1). First, in order to explore the transcriptomic characteristics of each bud stage separately from the cultivar effect, we focused the analysis on the early flowering cultivar ‘Garnet’.

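RNA from ‘Garnet’ flower buds was sequenced from 2 or 3 trees at each of 11 dates, 31 libraries in all, with each tree a biological replicate. They comprise 6 libraries in organogenesis, 3 in paradormancy, 10 in endodormancy, 6 at dormancy release and 6 in ecodormancy. The authors trimmed the reads of poly(A) RNA with Trimmomatic, aligned them to the peach genome with TopHat and removed optical duplicates with Picard. For each of 26873 peach gene models they give a raw read count and a TPM value (transcripts scaled to a fixed total per sample). The total count of a library ran from 8781502 to 20301499 (median 14397103). Median totals were 12943440 in organogenesis, 14905270 in paradormancy, 14205007.5 in endodormancy, 14950779 at dormancy release and 14620371 in ecodormancy. From the counts, the 16 libraries of endodormancy and dormancy release, called dormant here, were compared with the 15 others by edgeR's quasi-likelihood test over the 13488 genes left by the paper's filters. Successive stages were compared by the same test over 20536 genes, with endodormancy divided into an early part (6 October and 3 November) and a late part (1 and 29 December). Adjusted p values are by the Benjamini-Hochberg method. The dormant comparison takes libraries as its units, so its standard errors and p values do not allow for what the trees of a date share. In counts simulated on these libraries over 20536 genes, the dormant comparison recovered 41.8% of genes changed 1.5-fold and 82.1% of those changed 2-fold. Of its calls 5.84% were false. Libraries were drawn there as independent, without effects of date, so this share is no error rate for the real comparison. Gene groups were drawn from the genes of Tables 1, 2, S3 and S5 by ID or by words in the name of the Arabidopsis match, so their members are genes the study chose on these samples and a shared direction among them is not independent evidence. Genes named by rule were ranked among called genes with an Arabidopsis symbol and a mean of at least 5 TPM in the higher group. In each, every library of the higher group exceeds the mean of the lower group. Those with the 5 largest and 5 smallest fold changes of a comparison were taken. Of the 26873 gene models, 698 had a symbol and 1623 an Arabidopsis match in Table S3 and the part of Table S5 held here. Larger changes may thus lie among other genes. Fitted fold changes of the stage comparisons average the log levels of the dates, and so differ from the ratio of mean TPM values where dates differ widely. A gene named as a homologue carries the name of its Arabidopsis match. Positions are those of the peach genome v2.0, and values at a date are the mean TPM and SD over its trees.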

**Fig. 1:**
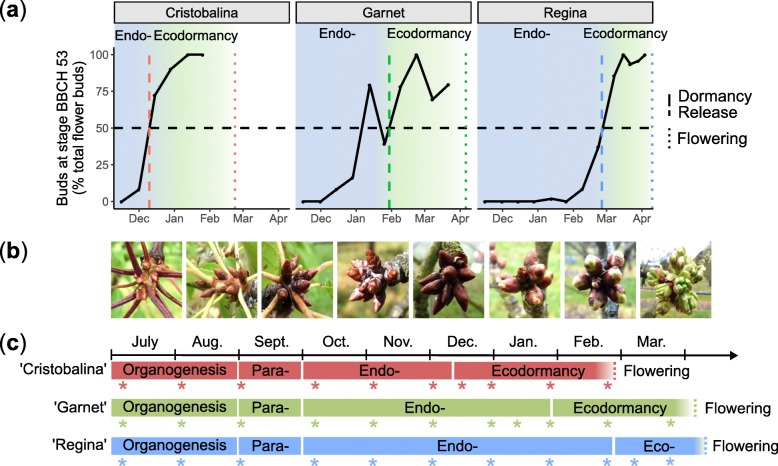
Dormancy status under environmental conditions and RNA-seq sampling dates. **a** Evaluation of bud break percentage under forcing conditions was carried out for three sweet cherry cultivars displaying different flowering dates: ‘Cristobalina’, ‘Garnet’ and ‘Regina’ for the early, medium and late flowering cultivars, respectively. The dashed and dotted lines correspond to the dormancy release date, estimated at 50% of buds at BBCH stage 53 [35], and the flowering date, respectively. **b** Pictures of the sweet cherry buds corresponding to the different sampling dates. **c** Sampling time points for the transcriptomic analysis are represented by coloured stars. Red for ‘Cristobalina, green for ‘Garnet’ and blue for ‘Regina’

Using DESeq2 and a threshold of 0.05 on the adjusted *p*-value, we identified 6683 genes that are differentially expressed (DEGs) between the dormant and non dormant bud stages for the sweet cherry cultivar ‘Garnet’ (Additional file 2: Table S2). 

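Dormant ‘Garnet’ buds had higher transcript levels of 2972 genes and lower levels of 4622 genes than non-dormant buds, 7594 of 13488 tested. Without the paper's filter on variation 5086 genes were higher and 6192 lower. The share of higher genes was then 45.1%, against 39.1% with the filter, so the size of the imbalance depends on it. Among the genes named by rule, the largest increases were in the homologues of the cytochrome P450 CYP71B36 (Prupe.1G242300), the cellulose synthase-like gene CSLG2 (Prupe.1G033700), the defensin-like LCR74 (Prupe.1G201200), the cytochrome P450 CYP78A10 (Prupe.1G226500) and the cycling DOF factor CDF2 (Prupe.1G276000), with log2 fold changes from 3.03 to 4.56. The CSLG2 homologue, on chromosome 1 from 2342519 to 2346871, averaged 29.6 ± 11.3 TPM in dormant buds and 1.74 ± 1.12 TPM in the others (SD, n = 16 and 15), a log2 fold change of 4.27 (standard error 0.320, adjusted p = 5.6e-11), and it lies next to its paralog PavCSLG3, with which it may share reads. The largest decreases were in the homologues of AHP1 (Prupe.6G332500), a phosphotransmitter of cytokinin signalling, of the actin ACT11 (Prupe.7G077300), of the 14-3-3 protein GRF12 (Prupe.1G285800), of the calmodulin-like CML43 (Prupe.1G455200) and of the transporter PDR12 (Prupe.1G471200), from -3.21 to -2.28. The AHP1 homologue, on chromosome 6 from 28952053 to 28954198, averaged 21.4 ± 6.38 TPM in dormant and 118 ± 42.9 TPM in non-dormant buds (adjusted p = 5.6e-11). Of 9 ERF and DREB genes, 5 rose and 1 fell, with the same counts when adjusted over the list alone. The genes that rose include PavDREB2C (Prupe.2G256900), whose log2 fold change was 2.47 (standard error 0.267, adjusted p = 1.49e-08), PavERF1 (Prupe.1G037900) with 1.71 and a DEAR2 homologue (Prupe.1G464400) with 2.57, all AP2/ERF transcription factors. Of 14 MYB, WRKY and other transcription factors, 7 rose, among them PavCDF3 (Prupe.5G194600) with 1.51, and 5 fell (7 and 5 when adjusted over the list alone). Dates and sequencing lanes largely coincide, and with the lane as a term in the model the count was 1007 genes, of which more were higher (587) than lower (420), the reverse of the balance above. That model compares the sides only within a shared lane, 1 library of 4 August against 5 of 6 October and 1 December. It cannot part dormancy from date. With dormancy release placed on the non-dormant side, without a lane term, the count was 1562 genes. With whole dates regrouped, another split called 7141 genes.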

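In the principal component analysis of the 7592 genes called in ‘Garnet’ with varying TPM, 2 trees of the same date lay a median 5.70 score units apart in the plane of PC1 and PC2. Trees of different dates lay a median 83.6 units apart, a ratio of 14.65. The widest gap between 2 trees of a date was 16.9 units. Each gene was scaled to unit variance over the 31 libraries, and the 7592 genes include those of the ABA, ERF and MADS-box groups that passed the test.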

When projected into a two-dimensional space (Principal Component Analysis, PCA), data for these DEGs show that transcriptomes of samples harvested at a given date are projected together (Fig. 2), showing the high quality of the biological replicates and that different trees are in a very similar transcriptional state at the same date. Very interestingly, we also observe that flower bud stages are clearly separated on the PCA, with the exception of organogenesis and paradormancy, which are projected together (Fig. 2). 

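In organogenesis, PC1 scores averaged -64.4 ± 5.13 on 7 July and -54.0 ± 3.85 on 4 August, and in paradormancy, on 1 September, -25.8 ± 5.49 (SD, n = 3 trees each). Between paradormancy and organogenesis 7876 genes changed, 4001 higher and 3875 lower in paradormancy. Of 9 floral MADS-box genes, which the study chose on these samples, 6 rose and 0 fell (7 and 1 when adjusted over the list alone). PavPI (Prupe.1G489400, chromosome 1 from 40746064 to 40748962) rose from 0.607 ± 0.348 TPM on 7 July and 27.4 ± 8.52 TPM on 4 August to 76.4 ± 26.3 TPM, a log2 fold change of 4.18 (standard error 0.299, adjusted p = 1.13e-09) from edgeR's quasi-likelihood test. PavSEP3 (Prupe.1G223600) had a log2 fold change of 2.57 (standard error 0.253, adjusted p = 1.19e-07). The homologue of CRC (Prupe.1G290100), a YABBY factor of carpel development, rose by 6.46 on the log2 scale, to 22.2 ± 0.308 TPM. A homologue of GA4 (Prupe.1G467600), an enzyme that makes active gibberellin, rose by 3.62 while the homologue of GA2OX1 (Prupe.4G150200), an enzyme that inactivates gibberellin, had a log2 fold change of -2.92 (adjusted p = 2.08e-10 and 0.000216). The WRKY18 homologue (Prupe.1G393000) went from 103 ± 39.5 TPM in organogenesis (SD, n = 6) to 20.8 ± 10.8 TPM. With all libraries of a replicate number left out, the count was 5001 without replicate 2 and 5169 without replicate 1.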

The first dimension of the analysis (PC1) explains 41.63% of the variance and clearly represents the strength of bud dormancy where samples on the right of the axis are in late endodormancy (Dec) or dormancy release stages, while samples on the left of the axis are in organogenesis and paradormancy. 

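On PC1, which held 42.30% of the variance, the highest mean scores in ‘Garnet’ were 79.5 ± 3.90 on 29 December (SD, n = 2 trees) and 77.8 ± 3.55 and 65.6 ± 7.64 on 13 and 26 January (SD, n = 3 each). Scores on 1 December averaged 44.0 ± 3.13, and in ecodormancy they were -33.4 ± 3.48 on 23 February and -79.7 ± 2.69 on 22 March. Late endodormancy, of 1 and 29 December, and dormancy release differed in 6377 genes, 3267 higher and 3110 lower at release. The homologue of MLP423 (Prupe.1G128600), a major latex-like protein, went from 195 ± 53.8 to 77.0 ± 7.05 TPM (SD, n = 5 and 6), a log2 fold change of -1.27 (standard error 0.0951, adjusted p = 4.01e-10) from edgeR's quasi-likelihood test, and that of CLO1 (Prupe.1G046800), a caleosin of oil bodies, from 135 ± 17.0 to 60.8 ± 8.55 TPM. The homologue of the beta-glucosidase BGLU45 (Prupe.4G024400), of a family that releases lignin precursors from their glucosides, rose by 1.77 on the log2 scale in counts and by a smaller step in TPM, from 4.23 ± 0.474 to 8.10 ± 0.885. Neighbouring chitinase genes that match CHIV (Prupe.1G205400 and Prupe.1G205600), which may share reads, rose by 1.49 and 1.46 on the log2 scale. The homologue of the cytokinin oxidase CKX5 (Prupe.1G373300) fell from 8.83 ± 3.75 to 2.90 ± 1.31 TPM (adjusted p = 6.23e-11). Of the 30 genes of the RNA processing group, chosen by the study on these samples, 18 rose and 2 fell (18 and 2 when adjusted over the list alone). Without replicate 3 the count of genes was 2955, and without replicate 2 it was 3436.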

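Mean PC1 scores of ‘Garnet’ buds were -0.671 ± 2.27 on 6 October (SD, n = 2 trees) and 17.3 ± 2.75 on 3 November (SD, n = 3). From paradormancy to this early endodormancy 4036 genes rose and 3264 fell, 7300 in all. The genes that rose include the homologues of TEM1 (Prupe.1G305900), a repressor of flowering in Arabidopsis, with 2.83 (standard error 0.398, adjusted p = 1.15e-05) as log2 fold change from edgeR's quasi-likelihood test, and of the lipid transfer protein LTP3 (Prupe.6G292900), from 21.0 ± 2.08 to 111 ± 13.9 TPM (SD, n = 3 and 5). The GA2OX1 homologue (Prupe.4G150200) rose by 2.55 on the log2 scale (adjusted p = 0.00115). Of the 10 genes of the ABA pathway, which the study chose on these samples, 7 rose and 0 fell (7 and 0 when adjusted over the list alone), as did 4 and 0 of the 9 ERF and DREB genes. The 5 homologues of the drought-response gene RD22 in a region of chromosome 1 that holds 9 genes (Prupe.1G475100 to Prupe.1G475900) and may share reads fell, and so did the BGLU45 homologue (-2.37 in counts, and from 18.5 ± 3.78 to 4.55 ± 1.03 TPM) and the glucosyltransferase UGT71B5 homologue (Prupe.3G260000, -2.80). The count of genes was 3634 without replicate 2 and 4591 without replicate 3.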

Samples harvested at the beginning of the endodormancy (Oct and Nov) are mid-way between samples in paradormancy and in late endodormancy (Dec) on PC1. 

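PC2, with 18.53% of the variance, had its lowest scores in ‘Garnet’ in July and its highest in March. Its scores were -57.7 ± 1.70 on 7 July, -27.2 ± 3.74 on 4 August and -35.6 ± 2.44 on 1 September, and ran through -18.4 ± 2.07 on 6 October (SD, n = 2 trees) and 8.24 ± 1.75 on 1 December to 34.4 ± 4.32 on 23 February and 82.3 ± 9.50 on 22 March (SD, n = 3 each). In late winter they stayed between -0.561 ± 0.321 on 29 December and 13.1 ± 1.55 on 13 January. Between dormancy release and ecodormancy 15133 genes changed, 7613 higher and 7520 lower in ecodormancy. The homologue of the fasciclin-like arabinogalactan protein FLA11 (Prupe.6G238300), known from secondary walls, rose from 0.922 ± 0.590 to 21.7 ± 3.45 TPM (SD, n = 6 each), a log2 fold change of 4.70 (standard error 0.198, adjusted p = 5.23e-17) from edgeR's quasi-likelihood test. Homologues of the lignin laccase IRX12 (Prupe.6G271500 and Prupe.6G061300) rose by 6.05 and 5.15 on the log2 scale. The LTP3 homologue fell to 7.12 ± 4.92 TPM from 122 ± 16.4 TPM, and the homologues of LCR74 and CYP78A10 had log2 fold changes of -6.09 and -4.91.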

The second dimension of the analysis (PC2) explains 20.24% of the variance and distinguishes two main phases of the bud development: before and after dormancy release. We obtain very similar results when performing the PCA on all genes (Additional file 1: Figure S2). These results indicate that the transcriptional state of DEGs accurately captures the dormancy state of flower buds.

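Over the 24326 genes with a read in any ‘Garnet’ library, PC1 and PC2 held 24.5% and 22.03% of the variance. Trees of a date lay a median 14.6 units apart and trees of different dates 129.8, a ratio of 8.89. This wider set includes the floral MADS-box genes PavAG, PavAP3, PavPI and PavSEP3 and the marker PavTCX2, which did not pass the dormant comparison.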

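Single genes were also compared between dormant and non-dormant ‘Garnet’ buds. Of the 3 genes of growth and lipid transfer, which the study chose on these samples, all rose in dormant buds: PavGRF7 (Prupe.2G317500), a growth-regulating factor, by 2.52 on the log2 scale, the LTP3 homologue by 2.63 and PavLP1 (Prupe.6G041600) by 0.59 (adjusted p = 6.73e-08, 6.5e-07 and 0.000461 from edgeR's quasi-likelihood test, 3 of 3 when adjusted over the list alone). PavGRF7, on chromosome 2 from 29721180 to 29724355, climbed from 23.0 ± 2.69 TPM on 7 July and 64.5 ± 5.00 TPM on 1 September to 348 ± 21.7 TPM on 13 January and was down to 22.0 ± 5.27 TPM on 22 March (SD, n = 3 trees each). PavSEP1 (Prupe.3G307800), a MADS-box factor, had a log2 fold change of 3.18 (standard error 0.519, adjusted p = 7.98e-06) in dormant buds, and of the 9 floral MADS-box genes it alone passed the test. With dormancy release on the non-dormant side, PavGRF7, PavSEP1 and PavLP1 had log2 fold changes of 0.44, 0.61 and 0.10, and these calls ended. The paper reasons that samples of a date project together, that the stages lie apart except for organogenesis and paradormancy, that PC1 orders the samples by strength of dormancy and that PC2 parts those before from those after dormancy release (Fig. 2). From this, and from the like picture over all genes, it concludes that the transcriptional state of the DEGs captures the dormancy state of the buds.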

**Fig. 2:**
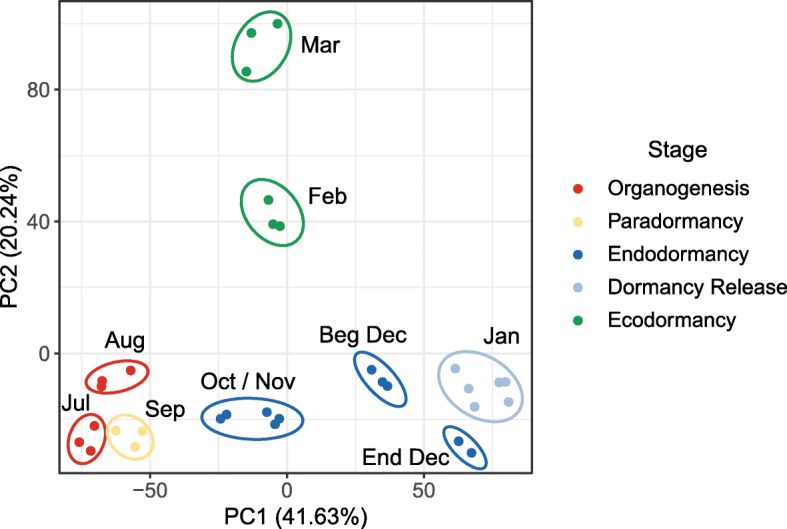
Separation of samples by dormancy stage using differentially expressed genes . The principal component analysis was conducted on the TPM (transcripts per millions reads) values for the differentially expressed genes in the cultivar ‘Garnet’ flower buds, sampled on three trees between July and March. Samples in organogenesis are red points, samples in paradormancy are yellow points, samples in endodormancy are dark blue points, samples at dormancy release are light blue points and samples in ecodormancy are green points. Each point corresponds to one sampling time in a single tree

### Bud stage-dependent transcriptional activation and repression are associated with different pathways

We further investigated whether specific genes or signalling pathways could be associated with the different flower bud stages. For this, we performed a hierarchical clustering of the DEGs based on their expression in all samples. We could group the genes in ten clusters clearly showing distinct expression profiles throughout the bud development (Fig. 3). Overall, three main types of clusters can be discriminated: the ones with a maximum expression level during organogenesis and paradormancy (cluster 1: 1549 genes; cluster 2: 70 genes; cluster 3: 113 genes; cluster 4: 884 genes and cluster 10: 739 genes, Fig. 3), the clusters with a maximum expression level during endodormancy and around the time of dormancy release (cluster 5: 156 genes; cluster 6: 989 genes; cluster 7: 648 genes and cluster 8: 612 genes, Fig. 3), and the clusters with a maximum expression level during ecodormancy (cluster 9: 924 genes and cluster 10: 739 genes, Fig. 3). This result shows that different groups of genes are associated with these three main flower bud phases. 

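Clustering of the 7592 called ‘Garnet’ genes on Pearson correlation into 10 clusters, with complete linkage, gave 7 clusters of 2969 genes (39.1%) whose mean z-score was highest in endodormancy or at dormancy release. Another 2 clusters with 2633 genes (34.7%) peaked in organogenesis or paradormancy and 1 cluster of 1990 genes in ecodormancy, on 22 March with a mean z-score of 2.02. The summer clusters peaked on 4 August (1728 genes, 0.978) and 7 July (905 genes, 2.11). The winter clusters peaked on 3 November (341 and 220 genes), 1 December (223 genes, 2.10), 29 December (1048 genes, 1.33 and 405 genes, 1.14), 13 January (636 genes, 1.49) and 26 January (96 genes, 0.844). The paper names no linkage, and with average linkage 4612 genes were in the ecodormancy group and 31 in the summer group. Over log2(TPM + 1) these were 3196 and 1423 genes.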

Interestingly, we also observed that during the endodormancy phase, some genes are expressed in October and November then repressed in December (cluster 4, Fig. 3), whereas another group of genes is expressed in December (clusters 8, 5, 6 and 7, Fig. 3) therefore separating endodormancy in two periods with distinct transcriptional states, which supports the PCA observation.

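Early and late endodormancy differed in 11533 genes in ‘Garnet’, 5831 higher and 5702 lower in December than in October and November. Homologues of the early light-induced protein ELIP1 that lie in a tandem array on chromosome 1 and may share reads rose by 6.47 (Prupe.1G021700) and 6.10 (Prupe.1G021600) on the log2 scale, the latter from 14.7 ± 8.72 to 719 ± 181 TPM (SD, n = 5 each). The homologue of GolS4 (Prupe.1G251600), a galactinol synthase of raffinose synthesis, rose from 12.9 ± 7.00 to 193 ± 66.1 TPM, a log2 fold change of 4.35 (standard error 0.170, adjusted p = 2.4e-15) from edgeR's quasi-likelihood test. Among genes that fell, log2 fold changes were -3.97 for the FLA11 homologue, -3.49 for an IRX12 homologue (Prupe.6G271500) and -5.28 for the laccase LAC2 homologue (Prupe.6G072100). Of 29 genes of the cell wall group, chosen by the study on these samples, 20 fell and 5 rose (20 and 5 when adjusted over the list alone), and of 9 ribosomal protein genes 8 rose and 1 fell (8 and 1 when adjusted over the list alone).
Members of the paper's clusters held in the first 1998 of the 6683 rows of Table S2 were followed as mean z-scores over the 81 samples. The 258 members of cluster 4 averaged 1.06 ± 0.093 on 1 September, 0.546 ± 0.046 on 3 November and -0.367 ± 0.059 on 1 December (SD, n = 3 trees each). The members of cluster 8 held went from -0.001 ± 0.078 on 3 November to 0.666 ± 0.187 on 1 December and 1.65 ± 0.12 on 13 January.

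**Figure D1:**
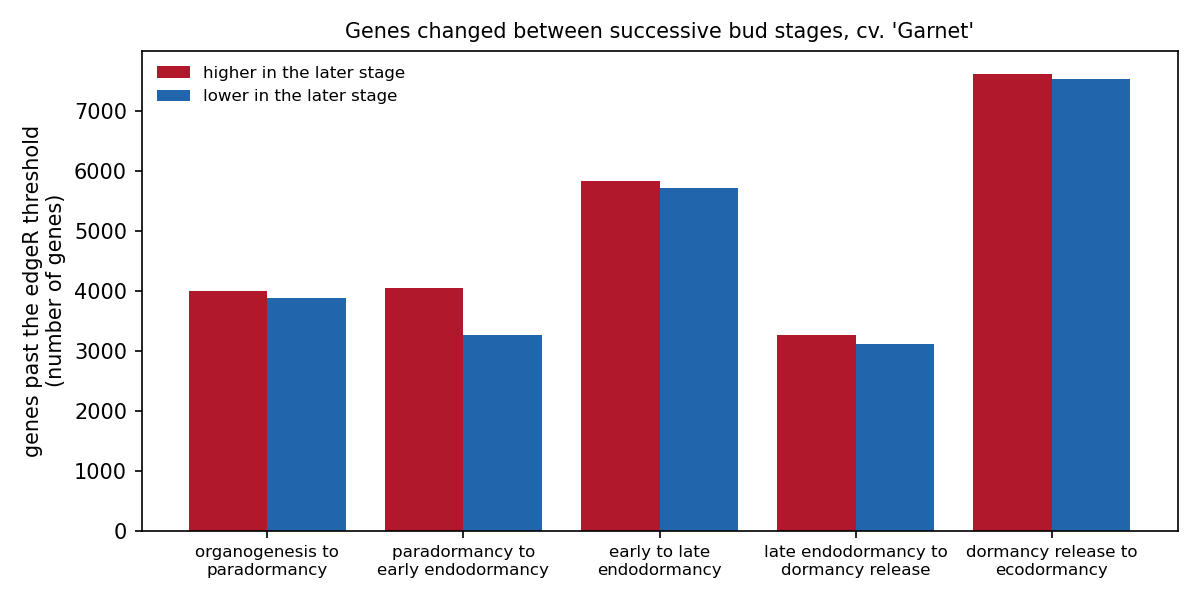
Number of genes past the edgeR threshold at each of the 5 changes of bud stage in ‘Garnet’, with red bars for genes higher and blue bars for genes lower in the later stage. The bars are tallest at the change from dormancy release to ecodormancy, with 7613 genes higher and 7520 lower.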

**Fig. 3:**
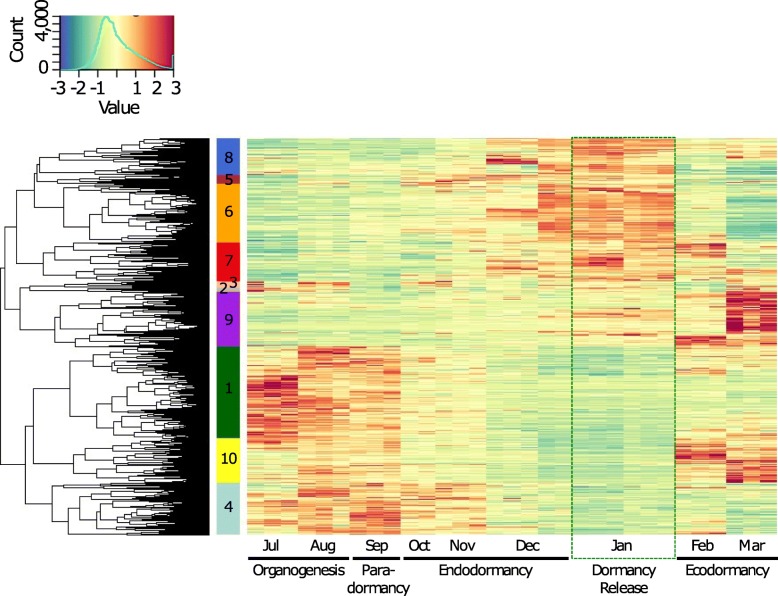
Clusters of expression patterns for differentially expressed genes in the sweet cherry cultivar ‘Garnet’. Heatmap for ‘Garnet’ differentially expressed genes during bud development. Each column corresponds to the gene expression for flower buds from one single tree at a given date. Each row corresponds to the expression pattern across samples for one gene. Clusters of genes are ordered based on the chronology of the expression peak (from earliest – July, 1-dark green cluster – to latest – March, 9 and 10). Expression values were normalized and *z-scores* are represented here

In order to explore the functions and pathways associated with the gene clusters, we performed a GO enrichment analysis for each of the ten identified clusters (Fig. 4, Additional file 1: Figure S3). GO terms associated with the response to stress as well as biotic and abiotic stimuli were enriched in the clusters 2, 3 and 4, with genes mainly expressed during organogenesis and paradormancy. In addition, we observed high expression of genes associated with floral identity before dormancy, including *AGAMOUS-LIKE20* (*PavAGL20*) and the bZIP transcription factor *PavFD* (Fig. 5). On the opposite, at the end of the endodormancy phase (cluster 6, 7 and 8), we highlighted different enrichments in GO terms linked to basic metabolisms such as nucleic acid metabolic processes or DNA replication but also to response to alcohol and abscisic acid (ABA). For example, *ABA BINDING FACTOR 2* (*PavABF2*), *Arabidopsis thaliana HOMEOBOX 7* (*PavATHB7*) and ABA 8′-hydroxylase (*PavCYP707A2*), associated with the ABA pathway, as well as the stress-induced gene *PavHVA22*, were highly expressed during endodormancy (Fig. 5). 

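PavABF2 (Prupe.1G434500, chromosome 1 from 37142085 to 37147800), a bZIP factor that binds ABA-responsive promoters, stood at 84.0 ± 10.9 TPM in ‘Garnet’ on 1 September and 105 ± 15.0 TPM on 3 November, reached 234 ± 2.87 TPM on 1 December and was down to 32.8 ± 1.37 TPM on 22 March (SD, n = 3 trees each). Its log2 fold change in dormant buds was 1.53 (standard error 0.225, adjusted p = 1.68e-06) from edgeR's quasi-likelihood test. The stress-induced HVA22D homologue (Prupe.5G148300, chromosome 5 from 13554476 to 13555894) was also highest on 1 December, at 607 ± 8.52 TPM, against 189.6 ± 30.4 TPM on 3 November and 80.1 ± 17.3 TPM on 22 March. It had a log2 fold change of 1.98 (standard error 0.201, adjusted p = 4.78e-09). Of the 10 genes of the ABA pathway, chosen by the study on these samples, 7 rose and 1 fell in dormant buds (7 and 1 when adjusted over the list alone). Besides PavABF2 and HVA22D these were PavABI5, PavPYL8 and 3 protein phosphatases of the PP2C family, PavHAI1 and the homologues of HAI3 (Prupe.6G068800, 1.27) and PP2CA (Prupe.2G239700, 1.26). The receptor homologue PYL2 (Prupe.1G413500) had a log2 fold change of -0.70, a call that ended without replicate 1 (-0.62) or without replicate 3 (-0.78). The homologue of CYP707A4 (Prupe.1G435300), an ABA 8'-hydroxylase, was at 2.66 ± 0.422 TPM on 1 December and 16.1 ± 6.29 TPM on 22 March, with a log2 fold change of -1.14 (standard error 0.635, adjusted p = 0.126) in dormant buds, which did not pass the test.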

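Of 29 cell wall genes, 21 rose and 4 fell in ‘Garnet’ between dormancy release and ecodormancy (21 and 4 when adjusted over the list alone), by edgeR's quasi-likelihood test. The homologue of MAN6 (Prupe.6G295800), an endo-mannanase, went from 0.0956 ± 0.172 to 12.2 ± 3.33 TPM (SD, n = 6 each). Of 45 transport genes, 21 rose and 14 fell (21 and 14 when adjusted over the list alone). A sulfate transporter homologue (SULTR3, Prupe.1G019900) rose by 6.64 on the log2 scale, to 12.8 ± 13.1 TPM. Of 15 oxidation-reduction genes picked by name, 5 rose and 7 fell (5 and 7 when adjusted over the list alone), and of the 10 picked by ID 4 rose and 4 fell (4 and 4). The study chose the members of all these groups on these samples.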

During ecodormancy, genes in cluster 9 and 10 are enriched in functions associated with transport, cell wall biogenesis as well as oxidation-reduction processes (Fig. 4; Additional file 1: Figure S3). Indeed, we identified the *GLUTATHION S-TRANSFERASE8* (*PavGST8*) gene and a peroxidase specifically activated during ecodormancy (Fig. 5). However, oxidation-reduction processes are likely to occur during endodormancy as well, as suggested by the expression patterns of *GLUTATHION PEROXIDASE 6* (*PavGPX6*) and *GLUTATHION REDUCTASE* (*PavGR*). 

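A homologue of GSTU8 (Prupe.1G055000, chromosome 1 from 3877730 to 3878762), a glutathione S-transferase, varied in ‘Garnet’ in winter and spring, with 6.61 ± 0.733 TPM on 1 December, 30.6 ± 2.24 TPM on 26 January, 14.7 ± 2.03 TPM on 23 February and its highest level, 40.0 ± 8.49 TPM, on 22 March (SD, n = 3 trees each). It rose at dormancy release over late endodormancy, with a log2 fold change of 1.11 (standard error 0.149, adjusted p = 3.98e-06) from edgeR's quasi-likelihood test, and its log2 fold change from dormancy release to ecodormancy was -0.07 (standard error 0.132, adjusted p = 0.662). The GSTF8 homologue (Prupe.1G358500) did rise in ecodormancy, with a log2 fold change of 1.83 (standard error 0.0983, adjusted p = 5.66e-15), to 76.7 ± 1.85 TPM on 22 March. Some peroxidase genes rose in ecodormancy as well. The homologue of AT1G44970 (Prupe.1G374000, chromosome 1 from 33984398 to 33985991) was at 1.04 ± 0.277 TPM on 26 January, 113 ± 42.6 TPM on 23 February and 265 ± 77.7 TPM on 22 March, a log2 fold change of 7.48 (standard error 0.252, adjusted p = 1.38e-17). The homologue of AT2G18980 (Prupe.1G460600) was at 2.76 ± 0.430 TPM on 26 January and 32.2 ± 4.93 TPM on 22 March, a log2 fold change of 3.56 (standard error 0.103, adjusted p = 8.52e-20). Peroxidases of this class act in cell walls and on hydrogen peroxide.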

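PavGPX6 (Prupe.5G098400, chromosome 5 from 10689186 to 10691521), a glutathione peroxidase that removes peroxides, was at 209.9 ± 13.7 TPM in ‘Garnet’ on 7 July, 619 ± 16.5 TPM on 1 December, 809.7 ± 4.24 TPM on 13 January and 315 ± 25.7 TPM on 23 February (SD, n = 3 trees each). Its log2 fold change in dormant buds was 1.20 (standard error 0.161, adjusted p = 3.84e-07) and from dormancy release to ecodormancy -0.94 (standard error 0.0537, adjusted p = 2.15e-14), both from edgeR's quasi-likelihood test. Of the 10 oxidation-reduction genes picked by ID, which the study chose on these samples, 4 rose and 3 fell in dormant buds (4 and 3 when adjusted over the list alone). The others that rose were a GSTU17 homologue (Prupe.1G264700, 1.06), an MDAR6 homologue (Prupe.5G106000, 0.86) and the peroxidase AT2G22420 homologue (Prupe.6G191800, 0.60), and this last call ended without any 1 of the replicates and turned to -0.37 with dormancy release placed on the non-dormant side, where PavGPX6 had 0.41 and did not pass.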

Interestingly, *AGAMOUS* (*PavAG*) and *APETALA3* (*PavAP3*) showed an expression peak during ecodormancy (Fig. 5). These results show that different functions and pathways are specific to flower bud development stages.

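PavAG (Prupe.4G070500, chromosome 4 from 3456498 to 3464114), which specifies stamens and carpels, was at 0.0890 ± 0.0780 TPM in ‘Garnet’ on 7 July, 11.6 ± 2.90 TPM on 1 September, 42.1 ± 1.22 TPM on 26 January and 80.6 ± 23.3 TPM on 22 March, its highest (SD, n = 3 trees each). It rose from organogenesis to paradormancy, with a log2 fold change of 4.15 (standard error 0.359, adjusted p = 1.08e-08), and from dormancy release to ecodormancy, with 0.61 (standard error 0.141, adjusted p = 0.000421) (edgeR's quasi-likelihood test). PavAP3 (Prupe.1G371300, chromosome 1 from 33846656 to 33849629), which specifies petals and stamens, was at 1.42 ± 0.470 TPM on 7 July, 28.7 ± 1.96 TPM on 26 January, 67.4 ± 4.86 TPM on 23 February, its highest, and 46.7 ± 5.12 TPM on 22 March. Its log2 fold changes were 1.45 (standard error 0.168, adjusted p = 4.1e-07) and 0.86 (standard error 0.106, adjusted p = 4.65e-08) for the same steps. Of the 9 floral MADS-box genes, chosen by the study on these samples, 5 rose and 2 fell in ecodormancy (5 and 2 when adjusted over the list alone). PavAGL6 (Prupe.2G151000) was at 33.5 ± 2.92 TPM on 26 January and 69.2 ± 2.96 TPM on 23 February.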

**Fig. 4:**
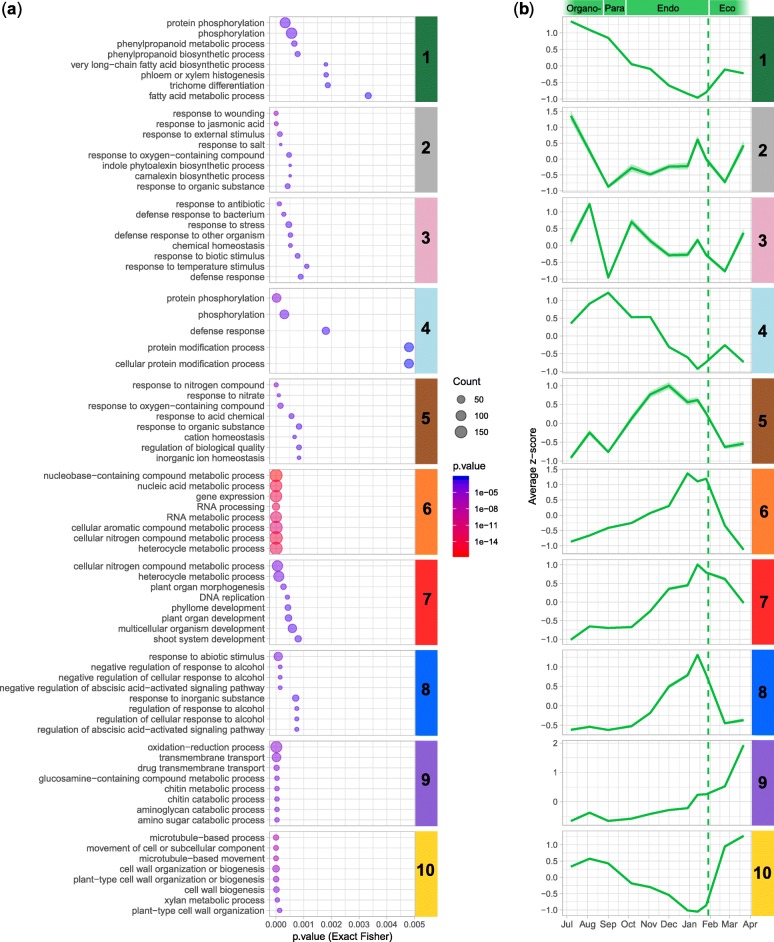
Enrichments in gene ontology terms for biological processes and average expression patterns in the different clusters in the sweet cherry cultivar ‘Garnet’. **a** Using the topGO package [36], we performed an enrichment analysis on GO terms for biological processes based on a classic Fisher algorithm. Enriched GO terms with the lowest *p-value* were selected for representation. Dot size represents the number of genes belonging to the clusters associated with the GO term. **b** Average *z-score* values for each cluster. The coloured dotted line corresponds to the estimated date of dormancy release

**Fig. 5:**
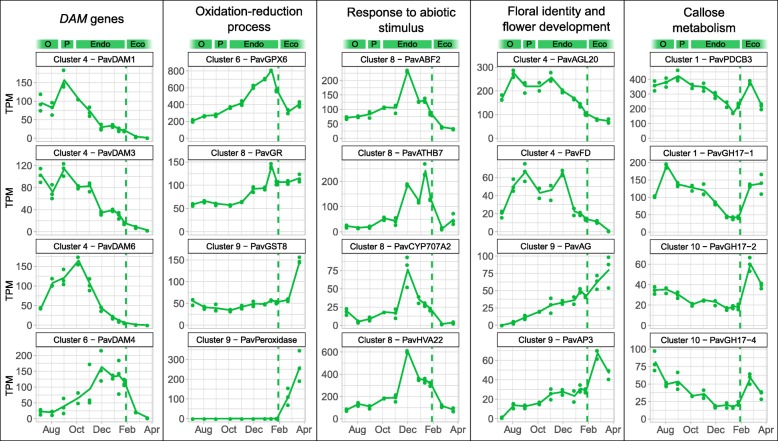
Expression patterns of key genes involved in sweet cherry bud dormancy. Expression patterns, expressed in transcripts per million reads (TPM) were analysed for the cultivar ‘Garnet’ from August to March, covering bud organogenesis (O), paradormancy (P), endodormancy (Endo), and ecodormancy (Eco). Dash lines represent the estimated date of dormancy release

We further investigated whether dormancy-associated genes were specifically activated and repressed during the different bud stages. Among the six annotated *DAM* genes, four were differentially expressed in the dataset. *PavDAM1*, *PavDAM3* and *PavDAM6* were highly expressed during paradormancy and at the beginning of endodormancy (cluster 4, Fig. 5) whereas the expression peak for *PavDAM4* was observed at the end of endodormancy (cluster 6, Fig. 5). In addition, we found that genes coding for 1,3-β-glucanases from the Glycosyl hydrolase family 17 (*PavGH17*), as well as a *PLASMODESMATA CALLOSE-BINDING PROTEIN 3* (*PavPDCB3*) gene were repressed during dormancy (clusters 1 and 10, Fig. 5).

### Specific transcription factor target genes are expressed during the main flower bud stages

To better understand the regulation of genes that are expressed at different flower bud stages, we investigated whether some transcription factors (TFs) targeted genes in specific clusters. Based on a list of predicted regulation between TFs and target genes that is available for peach in PlantTFDB [37], we identified the TFs with enriched targets in each cluster (Table 1). We further explored these target genes and their biological functions with a GO enrichment analysis (Additional file 2: Tables S3, S4). Moreover, to have a complete overview of the TFs’ targets, we also identified enriched target promoter motifs in the different gene clusters (Table 2), using motifs we discovered with Find Individual Motif Occurrences (FIMO) [39] and reference motifs obtained from PlantTFDB 4.0 [37]. We decided to focus on results for TFs that are themselves DEGs between dormant and non-dormant bud stages. Results show that different pathways are activated throughout bud development.

**Table 1:** Transcription factors with over-represented targets in the different clusters

Targets cluster	TF Name	Peach genome (v2) gene id	TF Cluster	Predicted TF family	TF Arabidopsis homologous	TF Predicted function	Enrichment adjusted *p* value	
1 - dark green	*PavMYB63*	Prupe.4G136300	1 - dark green	MYB	AT1G79180	Myb-related protein	6.7E-03	(**)
	*PavMYB93*	Prupe.6G188300	1 - dark green	MYB	AT1G34670	Myb-related protein	3.2E-02	(*)
	*PavMYB40*	Prupe.3G299000	8 - royal blue	MYB	AT5G14340	Myb-related protein	1.7E-02	(*)
3 - pink	*PavWRKY40*	Prupe.3G098100	3 - pink	WRKY	AT1G80840	WRKY transcription factor	1.2E-02	(*)
6 - orange	*PavERF110*	Prupe.6G165700	8 - royal blue	ERF	AT5G50080	Ethylene-responsive transcription factor	5.2E-02	
	*PavRVE8*	Prupe.6G242700	8 - royal blue	MYB	AT3G09600	Homeodomain-like superfamily protein RVE8	5.2E-02	
8 - royal blue	*PavRVE1*	Prupe.3G014900	6 - orange	MYB	AT5G17300	Homeodomain-like superfamily protein RVE1	3.6E-02	(*)
	*PavABI5*	Prupe.7G112200	7 - red	bZIP	AT2G36270	ABSCISIC ACID-INSENSITIVE 5	7.0E-03	(**)
	*PavABF2*	Prupe.1G434500	8 - royal blue	bZIP	AT1G45249	abscisic acid responsive elements-binding factor	7.5E-04	(***)
10 - yellow	*PavMYB14*	Prupe.1G039200	5 - brown	MYB	AT2G31180	Myb-related protein	3.9E-02	(*)

We investigated whether some differentially expressed transcription factors specifically targeted genes in specific clusters. Based on the gene regulation information available for peach in PlantTFDB [37], overrepresentation of genes targeted by transcription factors was performed using hypergeometric tests. *p-values* obtained were corrected using a false discovery rate: (***): adj. *p*-value <0.001; (**): adj. *p*-value <0.01; (*): adj. *p*-value <0.05

**Table 2:** Transcription factors with over-represented target motifs in the different clusters

Targets cluster	Motif id	TF Name	Peach genome (v2) gene id	TF Cluster	Predicted TF family	TF Arabidopsis homologous	Transcription Factor Predicted function	Enrichment adjusted *p* value	
1 - Dark green	MP00508	*PavAGL15*	Prupe.2G023100	7 - red	MADS	AT5G13790	Agamous-like MADS-box protein AGL15	2.8E-05	(***)
	MP00605	*PavSEP3*	Prupe.1G223600	7 - red	MADS	AT1G24260	K-box region and MADS-box transcription factor SEP3 / AGL9	2.5E-02	(*)
	MP00077	*PavAP3*	Prupe.1G371300	9 - purple	MADS	AT3G54340	K-box region and MADS-box transcription factor family protein AP3	2.8E-05	(***)
	MP00609	*PavAG*	Prupe.4G070500	9 - purple	MADS	AT4G18960	K-box region and MADS-box transcription factor AG	2.5E-02	(*)
2 - grey	MP00335	*PavGATA15*	Prupe.1G126000	4 - light blue	GATA	AT3G06740	GATA transcription factor 15	6.4E-06	(***)
	MP00206		Prupe.3G048600	6 - orange	C2H2	AT3G13810	Zinc finger protein MAGPIE	7.8E-03	(**)
3 - pink	MP00302	*PavDREB2C*	Prupe.2G256900	6 - orange	ERF	AT2G40340	Dehydration-responsive element-binding protein 2C	3.2E-03	(**)
	MP00605	*PavSEP3*	Prupe.1G223600	7 - red	MADS	AT1G24260	K-box region and MADS-box transcription factor SEP3 / AGL9	7.4E-03	(**)
4 - light blue	MP00527		Prupe.1G480400	4 - light blue	ERF	AT5G11190	Ethylene-responsive transcription factor	5.0E-04	(***)
	MP00394	*PavCDF3*	Prupe.5G194600	5 - brown	Dof	AT3G47500	cycling DOF factor 3	3.0E-02	(*)
	MP00302	*PavDREB2C*	Prupe.2G256900	6 - orange	ERF	AT2G40340	Dehydration-responsive element-binding protein 2C	2.7E-03	(**)
	MP00508	*PavAGL15*	Prupe.2G023100	7 - red	MADS	AT5G13790	Agamous-like MADS-box protein AGL15	1.7E-02	(*)
	MP00374	*PavERF1*	Prupe.1G037900	8 - royal blue	ERF	AT3G23240	ethylene response factor	1.6E-05	(***)
	MP00584		Prupe.6G165700	8 - royal blue	ERF	AT5G50080	Ethylene-responsive transcription factor	5.2E-03	(**)
	MP00315	*PavAGL6*	Prupe.2G151000	9 - purple	MADS	AT2G45650	MADS-box transcription factor	2.8E-02	(*)
	MP00441		Prupe.4G055600	9 - purple	ERF	AT4G18450	Ethylene-responsive transcription factor	3.0E-02	(*)
5 - brown	MP00527		Prupe.1G480400	4 - light blue	ERF	AT5G11190	Ethylene-responsive transcription factor	9.6E-08	(***)
	MP00302	*PavDREB2C*	Prupe.2G256900	6 - orange	ERF	AT2G40340	Dehydration-responsive element-binding protein 2C	3.7E-09	(***)
	MP00294	*PavABI5*	Prupe.7G112200	7 - red	bZIP	AT2G36270	ABSCISIC ACID-INSENSITIVE 5	1.8E-02	(*)
6 - orange	MP00402	*PavOBP1*	Prupe.7G142500	1 - dark green	Dof	AT3G50410	OBF-binding protein	7.2E-03	(**)
	MP00526		Prupe.1G390800	1 - dark green	ERF	AT5G25190	Ethylene-responsive transcription factor	1.3E-02	(*)
	MP00249	*PavMYB63*	Prupe.4G136300	1 - dark green	MYB	AT1G79180	myb domain protein	1.3E-02	(*)
7 - red	MP00206		Prupe.3G048600	6 - orange	C2H2	AT3G13810	Zinc finger protein	2.0E-04	(***)
8 - royal blue	MP00526		Prupe.1G390800	1 - dark green	ERF	AT5G25190	Ethylene-responsive transcription factor	3.6E-02	(*)
	MP00581	*PavLOB*	Prupe.5G167800	4 - light blue	LBD	AT5G63090	Lateral organ boundaries (LOB) domain family protein	2.8E-20	(***)
	MP00527	*PavSHN3*	Prupe.1G480400	4 - light blue	ERF	AT5G11190	Ethylene-responsive transcription factor	5.9E-03	(**)
	MP00624	*PavTCX2*	Prupe.1G019100	4 - light blue	CPP	AT4G14770	TESMIN/TSO1-like CXC 2	1.3E-02	(*)
	MP00229		Prupe.1G551600	6 - orange	C2H2	AT1G72050	transcription factor IIIA	1.1E-02	(*)
	MP00302	*PavDREB2C*	Prupe.2G256900	6 - orange	ERF	AT2G40340	Dehydration-responsive element-binding protein 2C	2.9E-02	(*)
	MP00294	*PavABI5*	Prupe.7G112200	7 - red	bZIP	AT2G36270	ABSCISIC ACID-INSENSITIVE 5	4.0E-03	(**)
	MP00080	*PavPI*	Prupe.1G489400	7 - red	MADS	AT5G20240	K-box region and MADS-box transcription factor family protein	4.2E-02	(*)
	MP00186	*PavABF2*	Prupe.1G434500	8 - royal blue	bZIP	AT1G45249	abscisic acid responsive elements-binding factor	0.0E+ 00	(***)
9 - purple	MP00375	*PavMYB14*	Prupe.1G039200	5 - brown	MYB	AT2G31180	Myb-related protein	7.3E-04	(***)
	MP00229		Prupe.1G551600	6 - orange	C2H2	AT1G72050	transcription factor IIIA	8.2E-31	(***)
10 - yellow	MP00272	*PavSVP*	Prupe.6G199000	1 - dark green	MADS	AT2G22540	K-box region and MADS-box transcription factor family protein	7.4E-03	(**)
	MP00295	*PavDOF2*	Prupe.6G253300	1 - dark green	Dof	AT2G37590	Dof zinc finger protein	7.4E-03	(**)
	MP00519		Prupe.6G354000	2 - grey	ERF	AT5G18450	Dehydration-responsive element-binding protein 2G	2.3E-02	(*)
	MP00217		Prupe.1G310100	6 - orange	ERF	AT1G68550	Ethylene-responsive transcription factor	1.7E-02	(*)
	MP00374		Prupe.1G037900	8 - royal blue	ERF	AT3G23240	Ethylene-responsive transcription factor	2.6E-02	(*)
	MP00441		Prupe.4G055600	9 - purple	ERF	AT4G18450	Ethylene-responsive transcription factor	2.6E-02	(*)

We investigated whether some differentially expressed transcription factors specifically targeted motifs in specific clusters. Based on the motif list available for peach was obtained from PlantTFDB [37], overrepresentation of motifs targeted by transcription factors was performed using hypergeometric tests. *p-values* obtained were corrected using a false discovery rate [38]: (***): adj. *p*-value <0.001; (**): adj. *p*-value <0.01; (*): adj. *p*-value <0.05

Among the genes expressed during the organogenesis and paradormancy phases (clusters 1, 2, 3 and 4), we observed an enrichment for motifs targeted by several MADS-box TFs such as *AGAMOUS* (*AG*), *APETALA3 (AP3*) and *SEPALLATA3* (*SEP3*), several of them potentially involved in flower organogenesis [40]. On the other hand, for the same clusters, results show an enrichment in MYB-related targets, WRKY and ethylene-responsive element (ERF) binding TFs (Table 1, Table 2). Several members of these TF families have been shown to participate in the response to abiotic factors. Similarly, we found in the cluster 4 target motifs enriched for DEHYDRATION RESPONSE ELEMENT-BINDING2 (PavDREB2C), potentially involved in the response to cold [41]. 

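PavMYB93 (Prupe.6G188300, chromosome 6 from 19649761 to 19651728) was highest in ‘Garnet’ on 7 July, at 22.1 ± 3.67 TPM, was at 14.1 ± 0.345 TPM on 1 September (SD, n = 3 trees each) and lowest on 29 December, at 1.01 ± 0.382 TPM (SD, n = 2). It fell from early to late endodormancy, with a log2 fold change of -1.79 (standard error 0.259, adjusted p = 2.54e-06) from edgeR's quasi-likelihood test. PavMYB63 (Prupe.4G136300, chromosome 4 from 7546378 to 7549529) was at 3.90 ± 1.03 TPM on 7 July, 3.38 ± 0.821 TPM on 1 September and 0.505 ± 0.121 TPM on 1 December, and fell over the same step, with -1.44 (standard error 0.320, adjusted p = 0.000446). Both are R2R3 MYB transcription factors. The mean z-score of the predicted targets of PavMYB63 in Table S3 was highest on 7 July, at 1.25 ± 0.128, and lowest on 13 January, at -0.923 ± 0.014, and that of the 111 targets of PavMYB93 went from 1.22 ± 0.145 to -0.881 ± 0.035 over the same dates. Of these targets, chosen by the study on these samples, 91 of those of PavMYB93 were lower in dormant buds and none was higher (91 lower when adjusted over the list alone), and of those of PavMYB63 none was higher and all but 28 were lower (125 lower when adjusted over the list alone). By limma's camera with a preset correlation of 0.01 both lists moved down (adjusted p = 1.17e-14 and 1.89e-14), a call lost for both (adjusted p = 0.152 and 0.148 with an estimated correlation). From early to late endodormancy it held, with adjusted p = 0.000201 and 0.000417 with an estimated correlation.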

PavMYB63 and PavMYB93 transcription factors, expressed during organogenesis and paradormancy, likely activate genes involved in secondary metabolism (Table 1, Additional file 2: Tables S3, S4).

During endodormancy, we found that PavMYB14 and PavMYB40 specifically target genes from cluster 10 that are involved in secondary metabolic processes and growth (Additional file 2: Tables S3, S4). Expression profiles suggest that PavMYB14 and PavMYB40 repress expression of these target genes during endodormancy (Additional file 1: Figure S4). This is consistent with the functions of *Arabidopsis thaliana* MYB14 that negatively regulates the response to cold [42]. 

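PavMYB14 (Prupe.1G039200, chromosome 1 from 2785267 to 2787702) rose in ‘Garnet’ from paradormancy to early endodormancy, with a log2 fold change of 1.97 (standard error 0.367, adjusted p = 0.000153), and fell from dormancy release to ecodormancy, with -1.61 (standard error 0.327, adjusted p = 8.58e-05) (edgeR's quasi-likelihood test). PavMYB40 (Prupe.3G299000, chromosome 3 from 26450860 to 26455254) was at 21.8 ± 1.12 TPM on 29 December (SD, n = 2 trees) and 7.15 ± 0.927 TPM on 22 March (SD, n = 3), and had a log2 fold change of 0.68 (standard error 0.116, adjusted p = 1.34e-05) in dormant buds. Of the 88 predicted targets of PavMYB14, 84 were lower and none was higher in dormant buds, and of the 63 of PavMYB40 53 were lower and none higher (86 and 54 lower when adjusted over the list alone). In ecodormancy 87 and 41 of them rose and 0 and 7 fell. The study chose these targets from its own clusters of these samples. The mean z-score of the PavMYB14 targets was lowest on 13 January, at -0.993 ± 0.031, and highest on 22 March, at 1.01 ± 0.155, and that of the PavMYB40 targets was highest on 7 July, at 1.19 ± 0.122 (SD, n = 3 each). In dormant buds camera's call of both lists is lost (adjusted p = 0.0507 for PavMYB14 and 0.152 for PavMYB40 with an estimated correlation). In ecodormancy it holds, with adjusted p = 0.00083 and 0.0203 with an estimated correlation.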

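PavWRKY40 (Prupe.3G098100, chromosome 3 from 7521381 to 7523749) varied widely in ‘Garnet’ and between trees. It was at 62.2 ± 51.8 TPM on 7 July, 78.0 ± 33.8 TPM on 4 August and 4.73 ± 1.75 TPM on 1 September (SD, n = 3 trees each), and at 69.8 ± 38.3 TPM on 6 October (SD, n = 2). The fall to paradormancy, a log2 fold change of -3.93 (standard error 0.714, adjusted p = 0.0002), and the rise to early endodormancy, 3.11 (standard error 0.716, adjusted p = 0.0019), both passed edgeR's quasi-likelihood test. In dormant against non-dormant buds it had -0.67 (standard error 0.432, adjusted p = 0.187). All 11 of its predicted targets in Table S3, chosen by the study on these samples, fell to paradormancy, and 10 of them rose to early endodormancy (adjusted p = 0.0874 and 0.0704 with an estimated correlation, limma's camera). Their mean z-score was highest on 4 August, at 1.16 ± 0.316, and lowest on 1 September, at -0.639 ± 0.117. In dormant buds 1 of the 11 was higher and 0 lower (0 and 0 when adjusted over the list alone). Camera's adjusted p was 0.11 with the preset correlation and 0.524 with an estimated correlation.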

One of the highlighted TFs was *PavWRKY40*, which is activated before endodormancy and preferentially regulates genes associated with oxidative stress (Table 1, and Additional files 1: Figure S4, Additional files 2: Table S4).

Interestingly, we observed a global response to cold and stress during endodormancy since we identified an enrichment of genes with motifs for several ethylene-responsive element binding TFs such as *PavDREB2C* in the cluster 5. We also observed an enrichment in the same cluster for *PavABI5-*targeted genes (Table 2). All these TFs are involved in the response to cold, in agreement with the fact that genes in the cluster 5 are expressed during endodormancy. Genes belonging to the clusters 6, 7 and 8 are highly expressed during deep dormancy and we found targets and target motifs for many TFs involved in the response to abiotic stresses. For example, we found motifs enriched in the cluster 7 for a TF of the C2H2 family, which is potentially involved in the response to a wide spectrum of stress conditions, such as extreme temperatures, salinity, drought or oxidative stress (Table 2 [43, 44];). Similarly, in the cluster 8, we also identified an enrichment in targets and motifs of many TFs involved in the response to ABA and to abiotic stimulus, such as *PavABF2*, *PavAREB3*, *PavABI5*, and *PavDREB2C* (Table 1, Additional file 2: Tables S3, S4) [41, 45]. 

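PavHAI1 (Prupe.2G312300, chromosome 2 from 29484496 to 29486645), a PP2C phosphatase that holds back ABA signalling, was at 165 ± 9.83 TPM in ‘Garnet’ on 1 December, 61.0 ± 1.90 TPM on 26 January and 16.7 ± 4.75 TPM on 23 February (SD, n = 3 trees each). Its log2 fold change was 0.99 (standard error 0.324, adjusted p = 0.0105) in dormant buds, which did not pass without replicate 1 or without replicate 2 (0.99 and 0.94), and -2.10 (standard error 0.138, adjusted p = 1.58e-12) from dormancy release to ecodormancy, by edgeR's quasi-likelihood test. PavPYL8 (Prupe.2G308200, chromosome 2 from 29242996 to 29245962), an ABA receptor, peaked on 13 January at 98.6 ± 3.22 TPM and was at 28.8 ± 2.46 TPM on 23 February, with a log2 fold change of 0.91 (standard error 0.156, adjusted p = 1.54e-05) in dormant buds. PavLEA14 (Prupe.2G178100, chromosome 2 from 22268315 to 22269180), a late embryogenesis abundant protein linked to desiccation, went from 60.9 ± 18.9 TPM on 1 September to 809 ± 94.8 TPM on 1 December and 1258 ± 118.99 TPM on 13 January, with 2.43 (standard error 0.396, adjusted p = 7.99e-06) in dormant buds and 2.60 (standard error 0.223, adjusted p = 2.68e-09) from early to late endodormancy. Of the 8 genes of cold and desiccation, chosen by the study on these samples, PavLEA14 and the COR27 homologue (Prupe.1G435100, 1.86) rose in dormant buds, while 5 RD22 homologues and the ERD4 homologue (Prupe.5G024400, -0.73) fell, with the same calls when adjusted over the list alone.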

Their targets include ABA-related genes *HIGHLY ABA-INDUCED PP2C GENE 1* (*PavHAI1*), *PavCYP707A2* that is involved in ABA catabolism, *PavPYL8* a component of ABA receptor 3 and *LATE EMBRYOGENESIS ABUNDANT PROTEIN* (*PavLEA*), involved in the response to desiccation [4].

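PavRVE1 (Prupe.3G014900, chromosome 3 from 1060479 to 1064656), a MYB-related factor of the clock family, was at 3.22 ± 0.980 TPM in ‘Garnet’ on 7 July and 88.6 ± 7.58 TPM on 26 January, its highest (SD, n = 3 trees each). Its log2 fold change in dormant buds was 1.84 (standard error 0.353, adjusted p = 6.24e-05) by edgeR's quasi-likelihood test. PavRVE8 (Prupe.6G242700, chromosome 6 from 24104545 to 24108026) was highest on 1 December, at 82.0 ± 10.5 TPM, with 1.06 (standard error 0.182, adjusted p = 1.46e-05). PavLP1 (Prupe.6G041600, chromosome 6 from 3066123 to 3068370), a lipid transfer protein, was at 9.89 ± 0.439 TPM on 1 December and 16.8 ± 2.39 TPM on 26 January. Of the predicted targets in Table S3, chosen by the study on these samples, 19 of 20 for PavRVE1 and 32 of 32 for PavRVE8 were higher in dormant buds and none was lower (20 and 32 when adjusted over the list alone). Camera's call of both lists was lost there (adjusted p = 0.0507 for each with an estimated correlation), and held from early to late endodormancy (adjusted p = 0.00603 and 0.000417 with an estimated correlation). The PavRVE8 targets had their highest mean z-score on 13 January, at 1.48, and fell in ecodormancy, 32 of 32.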

We also observe during endodormancy an enrichment for targets of *PavRVE1*, involved in the response to light and temperature (Table 1, [5, 46]), and *PavRVE8* that preferentially target genes involved in cellular transport like *LIPID TRANSFER PROTEIN1* (*PavLP1*, Additional file 2: Table S3). Interestingly, we found that among the TFs with enriched targets in the clusters, only ten display changes in expression during flower bud development (Table 1), including *PavABF2*, *PavABI5* and *PavRVE1*. 

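The mean z-score of the predicted targets of PavABF2 was highest in ‘Garnet’ on 13 January, at 1.33 ± 0.127, as were those of the targets of PavABI5, at 1.31 ± 0.131, and of PavRVE1, at 1.42 ± 0.114 (SD, n = 3 trees each). On 1 December the targets of PavABF2 were at 1.325 ± 0.058, and those of PavABI5 were at 1.261 ± 0.053, so the order of these dates lies within the SD. PavABF2 itself was at 128 ± 1.32 TPM on 29 December (SD, n = 2) and 131 ± 7.33 TPM on 13 January, below its level of 1 December. PavABI5 (Prupe.7G112200, chromosome 7 from 13860172 to 13864219) was at 1.22 ± 0.217 TPM on 7 July, 7.05 ± 0.873 TPM on 1 December, 5.21 ± 0.134 TPM on 13 January and 7.41 ± 0.236 TPM on 23 February, with a log2 fold change of 0.88 (standard error 0.241, adjusted p = 0.00264) in dormant buds and 0.01 (standard error 0.0975, adjusted p = 0.897) from dormancy release to ecodormancy (edgeR's quasi-likelihood test). PavABF2 fell over that last step, with -1.94 (standard error 0.0712, adjusted p = 4.2e-18). In dormant buds 70 of the 79 targets of PavABF2 and 66 of the 74 of PavABI5 were higher and none was lower (72 and 68 when adjusted over the list alone), and all 59 of those of PavERF110 (Prupe.6G165700) were higher. The study chose these targets from its own clusters of these samples. Camera with the preset correlation called these lists higher in dormant buds (adjusted p = 5.72e-20 for PavABF2 and 2.29e-19 for PavABI5), and each call was lost (adjusted p = 0.0507 for each with an estimated correlation). From early to late endodormancy the calls held, with adjusted p = 0.00262, 0.00277 and 0.00406 with an estimated correlation.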

Expression profiles for these three genes are very similar, and are also similar to their target genes, with a peak of expression around the estimated dormancy release date, indicating that these TFs are positively regulating their targets (see Additional file 1: Figure S4).

### Expression patterns highlight bud dormancy similarities and disparities between three cherry tree cultivars

Since temperature changes and progression through the flower bud stages are happening synchronously, it is challenging to discriminate transcriptional changes that are mainly associated with one or the other. In this context, we also analysed the transcriptome of two other sweet cherry cultivars: ‘Cristobalina’, characterized by very early flowering dates, and ‘Regina’, with a late flowering time. The span between flowering periods for the three cultivars is also found in the transition between endodormancy and ecodormancy since 10 weeks separated the estimated dates of dormancy release between the cultivars: 9th December 2015 for ‘Cristobalina’, 29th January 2016 for ‘Garnet’ and 26th February 2016 for ‘Regina’ (Fig. 1a). The three cultivars present differences in the chilling requirements for dormancy release (Fig. 1, Additional file 1: Figure S1b), and the heat accumulation before flowering (Fig. 1, Additional file 1: Figure S1c). The transition from organogenesis to paradormancy is not well documented and many studies suggest that endodormancy onset is under the strict control of environment in *Prunus* species [3]. Therefore, we considered that these two transitions occurred at the same time in all three cultivars. However, the 2 months and half difference in the date of transition from endodormancy to ecodormancy between the cultivars allow us to look for transcriptional changes associated with this transition independently of environmental conditions. Since the transition between endodormancy and ecodormancy happens at different dates for the three cultivars, buds in the same dormancy stage were harvested at different dates for the three cultivars. In that case, expression patterns that would be similar in the three cultivars would indicate that transcriptional states reflect the dormancy stage and not the harvest period. To do so, we analysed transcriptomes from buds harvested at ten dates for the cultivar ‘Cristobalina’, and eleven dates for the cultivar ‘Regina’, spanning all developmental stages from bud organogenesis to flowering. 

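Flower buds of ‘Cristobalina’ were sequenced at 10 dates from 2 or 3 trees each, 29 libraries, and those of ‘Regina’ at 11 dates from 2 trees each. The paper used 21 of the 22 ‘Regina’ libraries, 1 tree on 7 July, so values below are over 81 libraries with ‘Garnet’ included, and over all 82 where the July samples of ‘Regina’ matter. Stages are those of Table S1, by which buds harvested on 26 January were in ecodormancy in ‘Cristobalina’, at dormancy release in ‘Garnet’ and in endodormancy in ‘Regina’. Total counts ran from 9815578 to 19462332 in ‘Cristobalina’ (median 16174085) and from 11863213 to 26195502 in the ‘Regina’ libraries used (median 15087687). The reads of these cultivars were processed by the authors as those of ‘Garnet’ and aligned to the same peach genome. Cultivars were compared on 1 September, when all of them were in paradormancy, and on 26 January, when their stages differed, in a model over 20819 genes with a mean per cultivar and date. The change of a difference between these dates was tested as well, since a constant difference in how reads map cancels there. In simulated counts the comparison of ‘Cristobalina’ with ‘Garnet’ on 26 January recovered 79.1% of genes changed 2-fold with 1.42% of calls false, and that of ‘Regina’ with ‘Garnet’ 68.7% with 6.21% false. For genes changed 4-fold these were 81.8% and 97%.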

We compared the expression patterns between the three contrasted cultivars throughout flower bud stages for the genes we identified as differentially expressed in the cultivar ‘Garnet’ (Fig. 1b).

When projected into a PCA 2-components plane, all samples harvested from buds at the same stage cluster together, whatever the cultivar (Fig. 6 and Additional file 1: Figure S5), suggesting that the stage of the bud has more impact on the transcriptional state than time or external conditions. 

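On 26 January, ‘Cristobalina’ buds, in ecodormancy, differed from ‘Garnet’ buds, at dormancy release, in 14491 genes, 7511 higher and 6980 lower, by edgeR's quasi-likelihood test. ‘Regina’ buds, in endodormancy, differed from ‘Garnet’ in 2046 genes, 1006 higher and 1040 lower. In ‘Cristobalina’, 20 of 29 cell wall genes were higher than in ‘Garnet’ and 6 lower, and 6 of 10 ABA pathway genes were lower and 2 higher, with the same counts when adjusted over the list alone. In ‘Regina’, 0 cell wall genes were higher and 5 lower (0 and 9 when adjusted over the list alone) and 1 ABA pathway gene was higher and 1 lower (2 and 1). The study chose both groups on the ‘Garnet’ samples. The ‘Regina’ count was 708 without replicate 1 and 728 without replicate 2. In the PCA of the 81 samples over the 7592 genes called in ‘Garnet’, PC1 held 32.48% and PC2 16.75% of the variance (31.89% and 16.61% over 82 samples). On 26 January the mean PC1 and PC2 scores were -60.7 ± 2.26 and 64.5 ± 1.37 for ‘Cristobalina’ and 67.5 ± 7.34 and 8.80 ± 0.245 for ‘Garnet’ (SD, n = 3 trees each), and 81.0 ± 0.922 and 8.36 ± 0.691 for ‘Regina’ (SD, n = 2). Distance between the means of 2 cultivars was also taken over all these genes, as the root mean square difference in z-score. Its median was 0.641 for pairs of the same date and stage (19 pairs), 1.062 for pairs of the same stage and other dates (58 pairs), 1.076 for pairs of the same date and another stage (9 pairs) and 1.401 for pairs that shared neither (255 pairs). On PC1 and PC2 alone these medians were 8.63, 39.63, 61.56 and 88.66 score units. Trees of a cultivar and date lay 0.465 apart (67 pairs).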

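No gene was among the 100 largest contributors to both PC1 and PC2 of the three-cultivar PCA. The 100 of PC1 had a median rank of 6590 of 7592 on PC2, and the 100 of PC2 a median rank of 5731.5 on PC1. Components are uncorrelated and genes have unit variance, so a gene near the top of a component has little variance left for the other. The lack of shared genes was thus fixed by the method and is no evidence of a specific association. The first 100 of PC1 include homologues of the B-box protein STH2 (Prupe.1G371100, rank 8), the zinc-finger factor MAGPIE (Prupe.3G048600, rank 33), the pleiotropic regulator PRL1 (Prupe.1G134100, rank 48) and the floral regulator HUA1 (Prupe.7G013500, rank 49). Those of PC2 include PavMYB93 (rank 42) and homologues of the transporter TT12 (Prupe.3G180400, rank 19), the flowering regulator RFI2 (Prupe.1G134800, rank 23), the axillary meristem regulator RAX3 (Prupe.1G417400, rank 62) and the strigolactone-pathway gene CYP711A1 (Prupe.1G410300, rank 86). The ranks are over the genes called in ‘Garnet’, and Table S5 is held here in its first 1211 rows, so its list was not compared.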

Interestingly, the 100 genes that contributed the most to the PCA dimensions 1 and 2 were very specifically associated with each dimension (Additional file 1: Figure S6, Additional file 2: Table S5). We further investigated which clusters were over-represented in these genes (Additional file 1: Figure S6b) and we found that genes belonging to the clusters 6 and 8, associated with endodormancy, were particularly represented in the best contributors to the dimension 1. In particular, we identified genes involved in oxidation-reduction processes like *PavGPX6*, and stress-induced genes such as *PavLEA14*, together with genes potentially involved in leaf and flower development, including *GROWTH-REGULATING FACTOR7* (*PavGRF7*) and *PavSEP1* (Table S5). In contrast, genes that best contributed to the dimension 2 strictly belonged to clusters 9 and 10, therefore characterized by high expression during ecodormancy (Additional file 1: Figure S6). These results suggest that bud stages can mostly be separated by two criteria: dormancy depth before dormancy release, defined by genes highly expressed during endodormancy, and the dichotomy defined by the status before/after dormancy release.

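PavGRF7 and PavSEP1 were among the first 100 contributors to PC1, at ranks 27 and 69, and PavGPX6 and PavLEA14 had ranks 348 and 651 of 7592. On 26 January, with ‘Cristobalina’ past its dormancy release, all 4 were lower there than in ‘Garnet’. PavGRF7 was at 70.4 ± 9.21 TPM in ‘Cristobalina’ and 224 ± 27.3 TPM in ‘Garnet’ (SD, n = 3 trees each) and 336 ± 2.57 TPM in ‘Regina’ (SD, n = 2), and PavSEP1 at 29.6 ± 1.39, 222 ± 18.9 and 263 ± 4.60 TPM. PavLEA14 was at 125.48 ± 15.6, 1009 ± 143 and 1029 ± 296 TPM, and PavGPX6 at 310.0 ± 11.8, 573 ± 11.0 and 662 ± 25.2 TPM. Log2 fold changes of ‘Cristobalina’ over ‘Garnet’ were -1.67 for PavGRF7, -2.90 for PavSEP1 and -0.85 for PavGPX6 (adjusted p = 1.42e-12, 3.68e-20 and 3.73e-11 from edgeR's quasi-likelihood test, and 7.17e-15 for PavLEA14). For ‘Regina’ over ‘Garnet’, PavGRF7 had 0.60 (standard error 0.184, adjusted p = 0.0257), which did not pass without replicate 1 or without replicate 2 (0.47 and 0.63), and the log2 fold changes of PavSEP1, PavLEA14 and PavGPX6 were 0.25, 0.06 and 0.23 (adjusted p = 0.509, 0.949 and 0.186). The LTP3 homologue (Prupe.6G292900, chromosome 6 from 26944517 to 26945317), at rank 558, was at 0.543 ± 0.238 TPM in ‘Cristobalina’, 133 ± 17.1 TPM in ‘Garnet’ and 99.3 ± 13.9 TPM in ‘Regina’, and PavDREB2C, at rank 496, at 18.9 ± 2.39, 123 ± 10.3 and 154 ± 5.03 TPM.

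**Figure D2:**
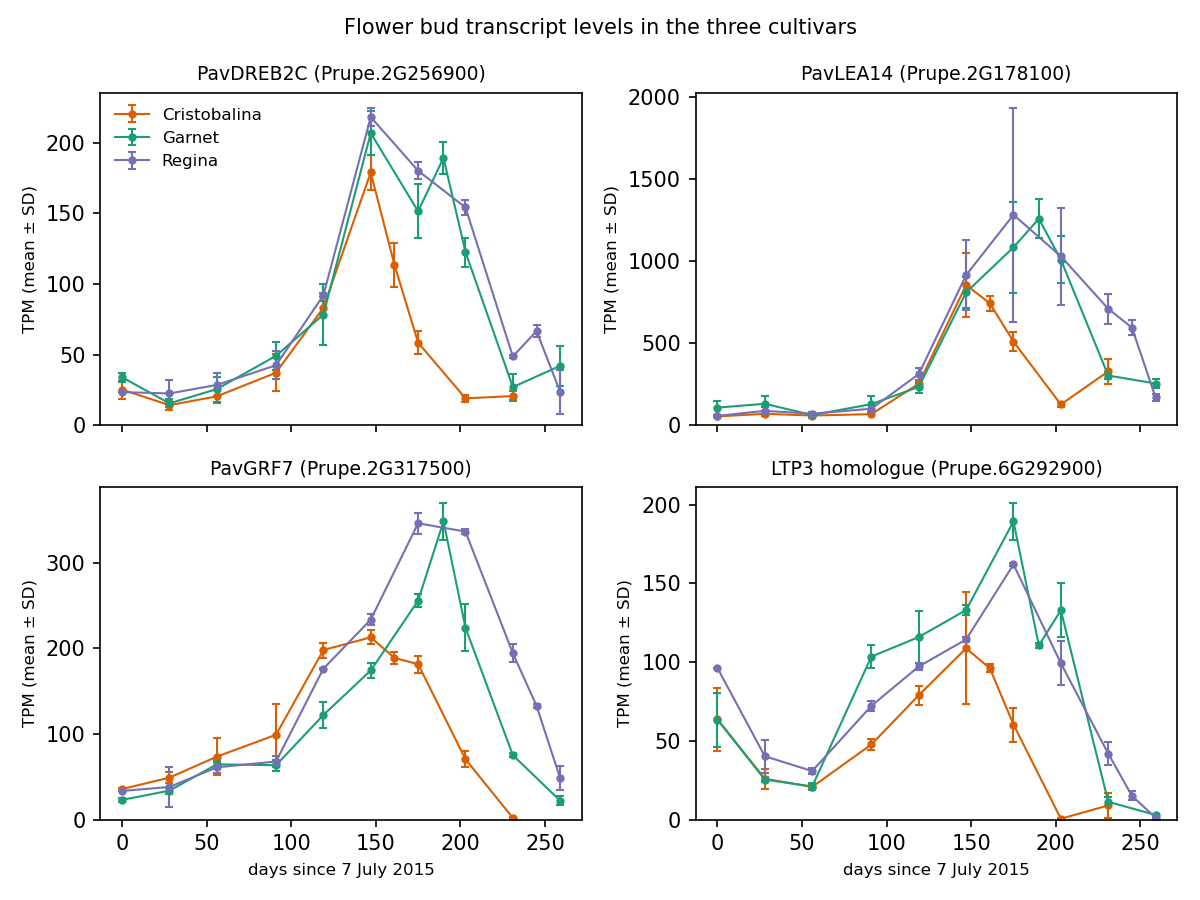
Transcript levels (TPM, mean and SD over trees) of PavDREB2C, PavLEA14, PavGRF7 and the LTP3 homologue against days since 7 July in ‘Cristobalina’ (orange), ‘Garnet’ (green) and ‘Regina’ (purple). On 26 January PavLEA14 is at 125.48 ± 15.6 TPM in ‘Cristobalina’ and 1009 ± 143 TPM in ‘Garnet’.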

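Of the 100 largest contributors to PC2, 44 had a positive loading, the side of ecodormancy, and the rest a negative one. By the date of their highest mean in ‘Garnet’, 43 peaked on 7 July, 7 on 4 August, 6 on 1 September, 10 on 13 January, 6 on 26 January, 14 on 23 February and 13 on 22 March. These contributors to PC2 include the homologue of CCB3 (Prupe.1G345500, rank 14), a factor of cytochrome assembly in chloroplasts. The transporter homologue AMT1 (Prupe.1G052400, rank 46) and the histone homologue HTB4 (Prupe.6G250100, rank 100) are among them too. The sign of the PC2 loading was not kept for single genes. Of the first 100 contributors to PC1, 88 were positive, and 60 peaked on 29 December, 24 on 13 January and 7 on 22 March.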

**Fig. 6:**
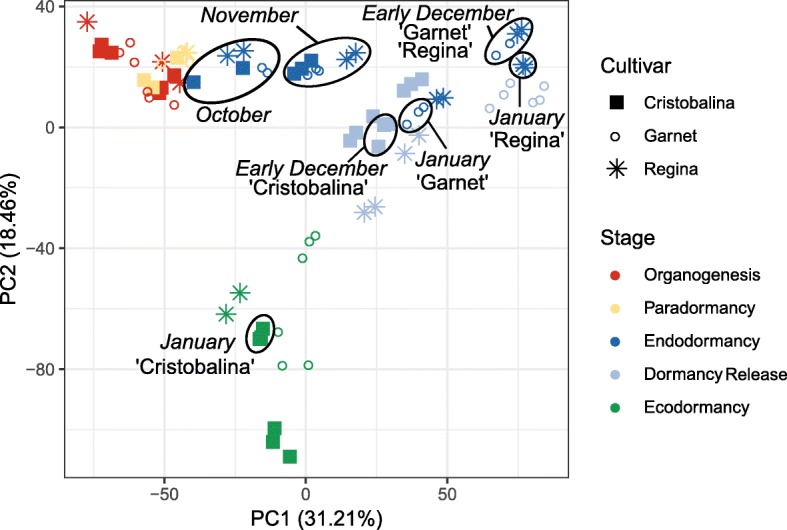
Separation of samples by dormancy stage and cultivar using differentially expressed genes. The principal component analysis was conducted on the TPM (transcripts per millions reads) values for the differentially expressed genes in the flower buds of the cultivars ‘Cristobalina’ (filled squares), ‘Garnet’ (empty circles) and ‘Regina’ (stars). Samples in organogenesis are red points, samples in paradormancy are yellow points, samples in endodormancy are dark blue points, samples at dormancy release are light blue points and samples in ecodormancy are green points. Each point corresponds to one sampling time in a single tree

To go further, we compared transcriptional profiles throughout the time course in all cultivars. For this we analysed the expression profiles in each cultivar for the clusters previously identified for the cultivar ‘Garnet’ (Fig. 7, see also Additional file 1: Figure S7). In general, averaged expression profiles for all clusters are very similar in all three cultivars, with the peak of expression happening at a similar period of the year. However, we can distinguish two main phases according to similarities or disparities between cultivars. First, averaged expression profiles are almost similar in all cultivars between July and November. This is especially the case for clusters 1, 4, 7, 8 and 9. On the other hand, we can observe a temporal shift in the peak of expression between cultivars from December onward for genes in clusters 1, 5, 6, 8 and 10. Indeed, in these clusters, the peak or drop in expression happens earlier in ‘Cristobalina’, and slightly later in ‘Regina’ compared to ‘Garnet’ (Fig. 7), in correlation with their dormancy release dates. These results seem to confirm that the organogenesis and paradormancy phases occur concomitantly in the three cultivars while temporal shifts between cultivars are observed after endodormancy onset. Therefore, similarly to the PCA results (Fig. 6), the expression profile of these genes is more associated with the flower bud stage than with external environmental conditions.

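Between July and November the mean profiles of some of the paper's clusters in the cultivars were close, and those of others were not. On 7 July the 452 members of cluster 1 held in Table S2 averaged a z-score of 1.33 in ‘Cristobalina’, 1.19 in ‘Garnet’ and 1.54 in the 1 ‘Regina’ tree used by the paper, or 1.82 ± 0.648 over both ‘Regina’ trees. On 3 November the members of cluster 8 held there averaged -0.118 ± 0.055 in ‘Cristobalina’ and -0.001 ± 0.078 in ‘Garnet’ (SD, n = 3 trees each) and -0.032 ± 0.039 in ‘Regina’ (SD, n = 2). Cluster 5 was at 0.288 ± 0.088 in ‘Cristobalina’, 0.796 ± 0.178 in ‘Garnet’ and 0.839 ± 0.049 in ‘Regina’ on that date. PavGPX6 was then at 442 ± 14.8, 421 ± 26.1 and 509 ± 1.12 TPM in ‘Cristobalina’, ‘Garnet’ and ‘Regina’, and the HVA22D homologue at 185 ± 19.9, 189.6 ± 30.4 and 213 ± 11.5 TPM. For every date from July to 1 December, the nearest ‘Garnet’ date over the called genes was the same date for both other cultivars. On the first 2 components this did not hold for ‘Cristobalina’, whose buds of 1 September lay nearest to ‘Garnet’ of 4 August and those of 6 October to ‘Garnet’ of 1 September.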

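On 26 January the members of clusters 6 and 8, held in part in Table S2, averaged z-scores of -0.641 ± 0.029 and -0.582 ± 0.019 in ‘Cristobalina’ against 1.22 ± 0.161 and 0.979 ± 0.012 in ‘Garnet’ (SD, n = 3 trees each) and 1.52 ± 0.026 and 1.04 ± 0.038 in ‘Regina’ (SD, n = 2). Cluster 10, of genes high in ecodormancy, was at 1.28 ± 0.028 in ‘Cristobalina’ and -0.826 ± 0.043 in ‘Garnet’ on that date. It was at 0.863 ± 0.061 in ‘Garnet’ on 23 February and at 1.3 ± 0.079 in ‘Regina’ on 22 March. The highest means of cluster 6 were on 15 December in ‘Cristobalina’, a date sampled in that cultivar alone, and on 29 December in the other cultivars. On the dates shared by the cultivars, ‘Cristobalina’ was highest on 29 December as well, at 0.427 ± 0.113. In single genes on 26 January, PavABF2 was at 31.3 ± 0.946 TPM in ‘Cristobalina’, 87.8 ± 4.58 TPM in ‘Garnet’ and 110.2 ± 2.96 TPM in ‘Regina’. The peroxidase AT1G44970 homologue was then at 343 ± 74.0 TPM in ‘Cristobalina’ and 0.224 ± 0.0668 TPM in ‘Regina’. Over the called genes, ‘Cristobalina’ buds of 15 December lay nearest to ‘Garnet’ buds of 26 January and those of 26 January to ‘Garnet’ of 23 February. ‘Regina’ buds of 23 February, at dormancy release, lay nearest to ‘Garnet’ of 26 January, and those of 22 March to ‘Garnet’ of 23 February. ‘Regina’ buds of 26 January, in endodormancy, lay nearest to ‘Garnet’ of the same date, at dormancy release, and those of 8 March, at dormancy release, to ‘Garnet’ of 23 February, in ecodormancy. The ‘Cristobalina’ buds of 29 December lay nearest to ‘Garnet’ buds of 3 November, and those of 23 February to ‘Garnet’ of 22 March. On the first 2 components the nearest ‘Garnet’ date was 1 December for ‘Cristobalina’ of 15 December and ‘Regina’ of 23 February, 13 January for ‘Regina’ of 26 January, and 22 March for ‘Cristobalina’ of 26 January and ‘Regina’ of 22 March.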

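The difference of ‘Cristobalina’ from ‘Garnet’ changed between 1 September and 26 January for 11260 genes, by edgeR's quasi-likelihood test. Of 29 cell wall genes 18 changed upward and 4 downward (19 and 4 when adjusted over the list alone), of 7 microtubule genes all 7 upward, and of 30 RNA processing genes 2 upward and 17 downward (2 and 17), the study having chosen these groups on the ‘Garnet’ samples. PavHAI1 was at 2.46 ± 0.374 TPM in ‘Cristobalina’ on 26 January, with a log2 fold change of -4.63 against ‘Garnet’ (adjusted p = 2.02e-24), and PavAP3 at 79.8 ± 2.90 TPM, with 1.44 (adjusted p = 4.65e-13). The difference of ‘Regina’ from ‘Garnet’ changed for 120 genes, 59 upward and 61 downward, and DESeq2 gave 267, 98 upward and 169 downward. Without replicate 2 that count was 9 and without replicate 1 it was 20. Among these genes PavSEP1 changed downward (adjusted p = 0.00212, a call that ended without replicate 2) and the MDAR6 homologue upward by 0.39 (standard error 0.0914, adjusted p = 0.0204), a call that ended without any 1 of the replicates. From December onward, pairs of cultivars that shared the stage but not the date lay a median 1.041 apart (26 pairs), and pairs that shared both 0.997 (4 pairs, from 0.528 to 1.7). Pairs that shared the date but not the stage lay 1.076 apart (9 pairs), and pairs that shared neither 1.582 (57 pairs). On the first 2 components these medians were 35.87, 8.71, 61.56 and 95.28. The paper took the onset of paradormancy and of endodormancy as simultaneous in the cultivars beforehand, and proposes that the like profiles up to November bear this out for organogenesis and paradormancy. It reasons that after the onset of endodormancy the peaks shift with the date of dormancy release, earlier in ‘Cristobalina’ and later in ‘Regina’. From this, with the PCA, it concludes that expression of these genes follows the stage of the bud more than the external conditions.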

**Fig. 7:**
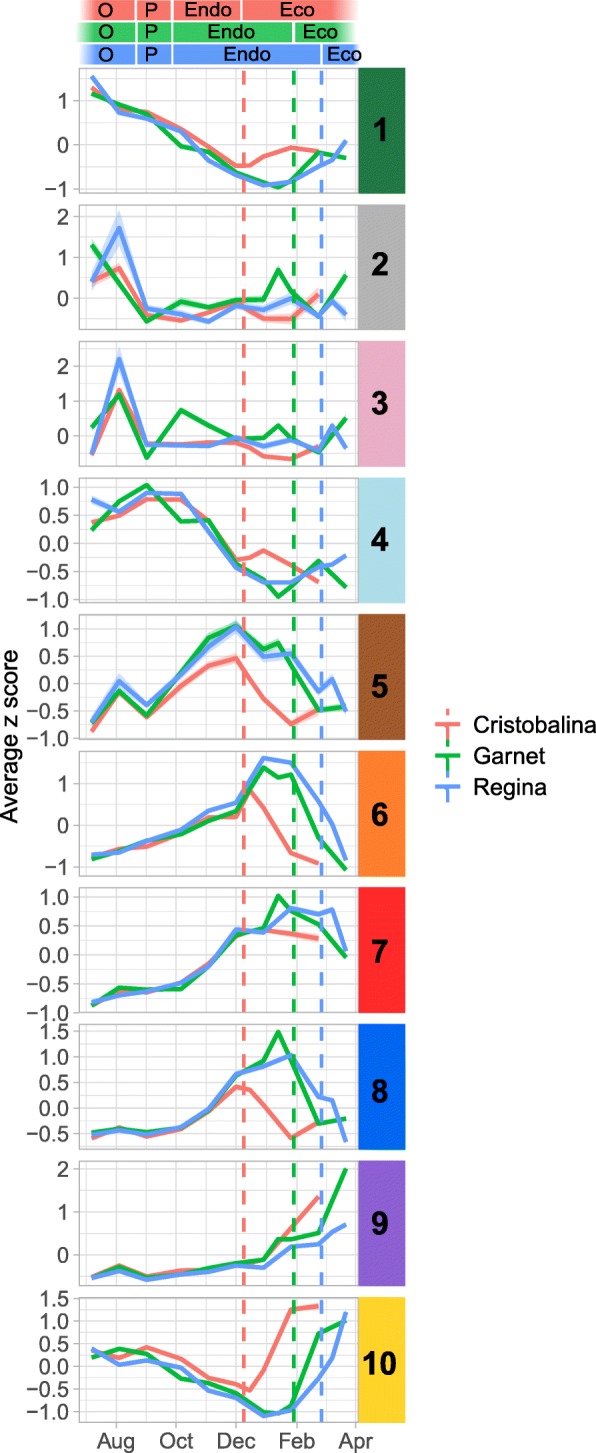
Expression patterns in the ten clusters for the three cultivars. Expression patterns were analysed from August to March, covering bud organogenesis (O), paradormancy (P), endodormancy (Endo), and ecodormancy (Eco). Dash lines represent the estimated date of dormancy release, in red for ‘Cristobalina’, green for ‘Garnet’ and blue for ‘Regina’. Average *z-score* patterns (line) and standard deviation (ribbon), calculated using the TPM values from the RNA-seq analysis, for the genes belonging to the ten clusters

### Flower bud stage can be predicted using a small set of marker genes

We have shown that flower buds in organogenesis, paradormancy, endodormancy and ecodormancy are characterised by specific transcriptional states. In theory, we could therefore use transcriptional data to infer the flower bud stage. 

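Of the paper's 7 marker genes, PavTCX2 (Prupe.1G019100) and PavCSLG3 (Prupe.1G033900) are paired with an ID in the parts of its tables held here, and the other five were not analysed here. PavTCX2 correlated with the mean profile of its cluster 4 at r = 0.927 over the 81 samples, with a mean level of 83.1 TPM, and PavCSLG3 with that of its cluster 5 at r = 0.901, with 16.4 TPM. For a set of 7 genes, the member with a mean of at least 50 TPM that correlated best with its cluster was taken from the part of Table S2 held. For cluster 4 this was PavTCX2 as well. For cluster 8 it was a homologue of PHF1 (Prupe.2G096500, r = 0.931), a factor of phosphate transporter traffic, and for cluster 10 a homologue of PG2 (Prupe.1G253700, r = 0.924), a polygalacturonase-related protein of cell walls. For clusters 1, 5, 7 and 9 it was Prupe.1G028800 (r = 0.945), Prupe.1G063400 (r = 0.891), Prupe.1G461000 (r = 0.941) and Prupe.1G499700 (r = 0.924). These correlations are fitted on the samples that define the profiles.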

For this, we selected a minimum number of seven marker genes, one gene for each of the clusters 1, 4, 5, 7, 8, 9 and 10 (identified in Fig. 3), for which expression presented the best correlation with the average expression profiles of their cluster (Fig. 8). We aimed to select the minimum number of marker genes that are sufficient to infer the flower bud stage, therefore excluding the clusters 2, 3 and 6 as they either had very small number of genes, or had expression profiles very similar to another cluster.

**Fig. 8:**
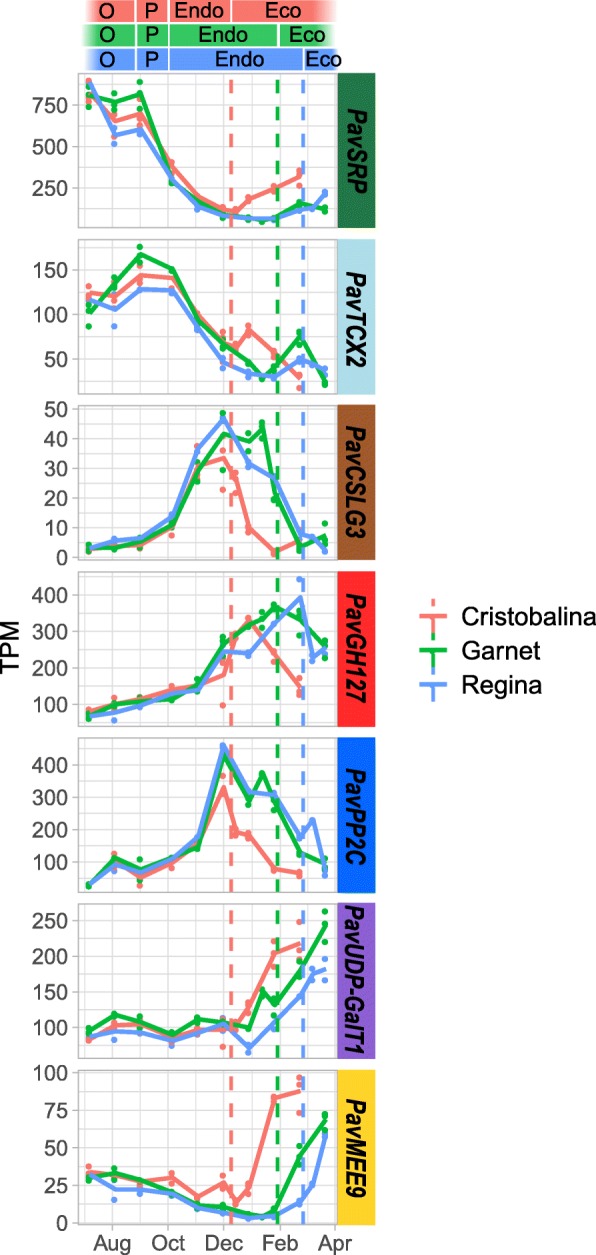
Expression patterns for the seven marker genes in the three cultivars. Expression patterns were analysed from August to March, covering bud organogenesis (O), paradormancy (P), endodormancy (Endo), and ecodormancy (Eco). Dash lines represent the estimated date of dormancy release, in red for ‘Cristobalina’, green for ‘Garnet’ and blue for ‘Regina’. TPM were obtained from the RNA-seq analysis for the seven marker genes from clusters 1, 4, 5, 7, 8, 9 and 10. Lines represent the average TPM, dots are the actual values from the biological replicates. *SRP: STRESS RESPONSIVE PROTEIN; TCX2: TESMIN/TSO1-like CXC 2; CSLG3: Cellulose Synthase like G3; GH127: Glycosyl Hydrolase 127; PP2C: Phosphatase 2C; UDP-GalT1: UDP-Galactose transporter 1; MEE9: maternal effect embryo arrest 9*

Expression for these marker genes not only recapitulates the average profile of the cluster they originate from, but also temporal shifts in the profiles between the three cultivars (Fig. 8). 

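PavCSLG3 fell in ‘Cristobalina’ before the other cultivars. On 26 January it was at 1.82 ± 0.563 TPM in ‘Cristobalina’, 21.8 ± 3.64 TPM in ‘Garnet’ (SD, n = 3 trees each) and 26.5 ± 1.61 TPM in ‘Regina’ (SD, n = 2), a log2 fold change of -3.53 (standard error 0.312, adjusted p = 8.88e-15) for ‘Cristobalina’ over ‘Garnet’ and 0.28 (standard error 0.285, adjusted p = 0.659) for ‘Regina’ over ‘Garnet’ by edgeR's quasi-likelihood test. PavTCX2 was at 56.8 ± 3.74 TPM, 41.0 ± 2.77 TPM and 30.3 ± 2.01 TPM on that date, and its difference was -0.42 (standard error 0.129, adjusted p = 0.0272) for ‘Regina’, a call that ended without any 1 of the replicates. On 23 February PavTCX2 was at 27.8 ± 8.28 TPM in ‘Cristobalina’ and 49.6 ± 2.66 TPM in ‘Regina’.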

In order to define if these genes encompass as much information as the full transcriptome, or all DEGs, we performed a PCA of all samples harvested for all three cultivars using expression levels of these seven markers (Additional file 1: Figure S8). 

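In a PCA of the 7 genes chosen here, which include PavTCX2 and the homologues of PHF1 and PG2, PC1 held 58.77% and PC2 26.89% of the variance over the 81 samples. Each gene's TPM was divided by the mean of its cultivar on 6 October, as the paper does before it predicts stages.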

The clustering of samples along the two main axes of the PCA using these seven markers is very similar, if not almost identical, to the PCA results obtained using expression for all DEGs (Fig. 6). This indicates that the transcriptomic data can be reduced to only seven genes and still provides accurate information about the flower bud stages.

To test if these seven markers can be used to define the flower bud stage, we used a multinomial logistic regression modelling approach to predict the flower bud stage in our dataset based on the expression levels for these seven genes in the three cultivars ‘Garnet’, ‘Regina’ and ‘Cristobalina’ (Fig. 9). For this, we trained and tested the model, on randomly picked sets, to predict the five bud stage categories, and obtained a very high model accuracy (100%; Additional file 1: Figure S9). These results indicate that the bud stage can be accurately predicted based on expression data by just using seven genes. 

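A multinomial logistic regression on the first 2 principal components of the 7 genes, PavTCX2 and the homologues of PHF1 and PG2 among them, gave the stage of 81.3% ± 6.0 of the test samples (SD over 500 random splits, 70% of samples in training). The lowest split reached 59.3%, and in 0 of the 500 splits was every sample right. The trees of a date are alike, and random splits leave trees of a date on both sides. The 7 genes, their scaling and the components were set on all 81 samples, so samples left out still shaped them. With each cultivar and date left out in turn the accuracy was 75.3%, and with a cultivar left out 74.1% (72.4% in ‘Cristobalina’, 80.6% in ‘Garnet’ and 66.7% in ‘Regina’). For 100 sets of 7 genes drawn at random from 1542 called genes of like level, it was 67.7% ± 9.0 over random splits, and 7 sets did as well as the chosen genes.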

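With stages told apart by the 7 genes, ecodormancy was called best, with 98.4% of predictions right over the 500 splits, ahead of endodormancy (85.7%), organogenesis (80.5%) and dormancy release (79.5%). Test samples at dormancy release were called endodormancy 424 times and ecodormancy 190 times, and samples in endodormancy were called dormancy release 476 times. Of the chosen genes, the PG2 homologue stands for cluster 10, high in ecodormancy, and PavTCX2 for cluster 4. From the accuracy of its model, trained and tested on randomly picked sets of the 3 cultivars, the paper concludes that the bud stage can be predicted from the expression of its 7 marker genes.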

In order to go further and test the model in an independent experiment, we analysed the expression for the seven marker genes by RT-qPCR on buds sampled from another sweet cherry tree cultivar ‘Fertard’ for two consecutive years (Fig. 9a, b). Based on these RT-qPCR data, we predicted the flower bud developmental stage using the parameters of the model obtained from the training set on the three cultivars ‘Garnet’, ‘Regina’ and ‘Cristobalina’. We achieved a high accuracy of 71% for our model when tested on RT-qPCR data to predict the flower bud stage for the ‘Fertard’ cultivar (Fig. 9c and Additional file 1: Figure S9c). In particular, the chronology of bud stages was very well predicted. This result indicates that these seven genes can be used as a diagnostic tool in order to infer the flower bud stage in sweet cherry trees.

**Fig. 9:**
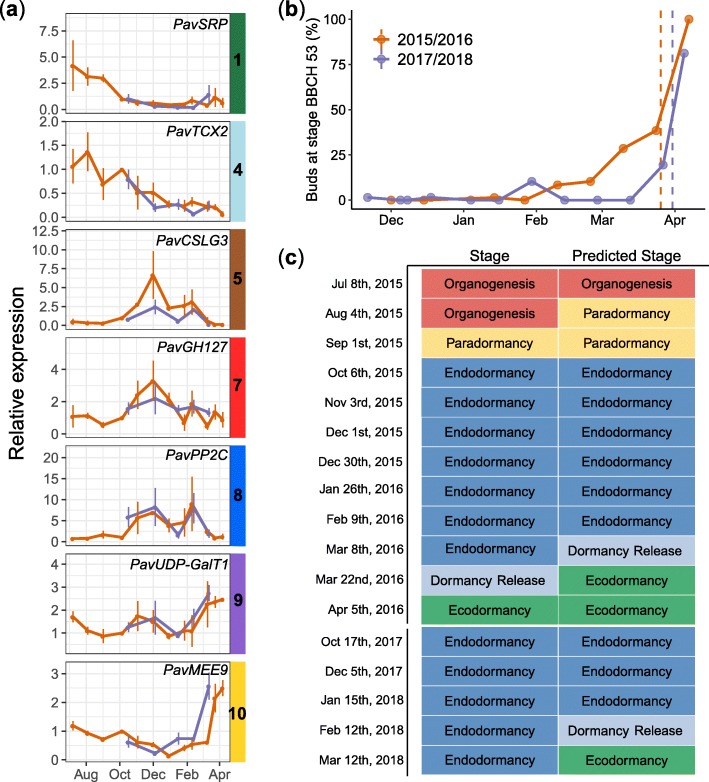
Expression for the seven marker genes allows accurate prediction of the bud dormancy stages in the late flowering cultivar ‘Fertard’ during two bud dormancy cycles. **a** Relative expressions were obtained by RT-qPCR and normalized by the expression of two reference constitutively expressed genes *PavRPII* and *PavEF1*. Data were obtained for two bud dormancy cycles: 2015/2016 (orange lines and symbols) and 2017/2018 (blue lines and symbols). **b** Evaluation of the dormancy status in ‘Fertard’ flower buds during the two seasons using the percentage of open flower buds (BBCH stage 53). **c** Predicted vs experimentally estimated bud stages. *SRP: STRESS RESPONSIVE PROTEIN; TCX2: TESMIN/TSO1-like CXC 2; CSLG3: Cellulose Synthase like G3; GH127: Glycosyl Hydrolase 127; PP2C: Phosphatase 2C; UDP-GalT1: UDP-Galactose transporter 1; MEE9: maternal effect embryo arrest 9*

## Discussion

In this work, we have characterised transcriptional changes at a genome-wide scale happening throughout cherry tree flower bud dormancy, from organogenesis to the end of dormancy. To do this, we have analysed expression in flower buds at 11 dates from July 2015 (flower bud organogenesis) to March 2016 (ecodormancy) for three cultivars displaying different dates of dormancy release, generating 81 transcriptomes in total. This resource, with a fine time resolution, reveals key aspects of the regulation of cherry tree flower buds during dormancy (Fig. 10). We have shown that buds in organogenesis, paradormancy, endodormancy and ecodormancy are characterised by distinct transcriptional states (Figs. 2, 3) and we highlighted the different pathways activated during the main cherry tree flower bud dormancy stages (Fig. 4 and Table 1). Finally, we found that just seven genes are enough to accurately predict the main cherry tree flower bud dormancy stages (Fig. 9).

**Fig. 10:**
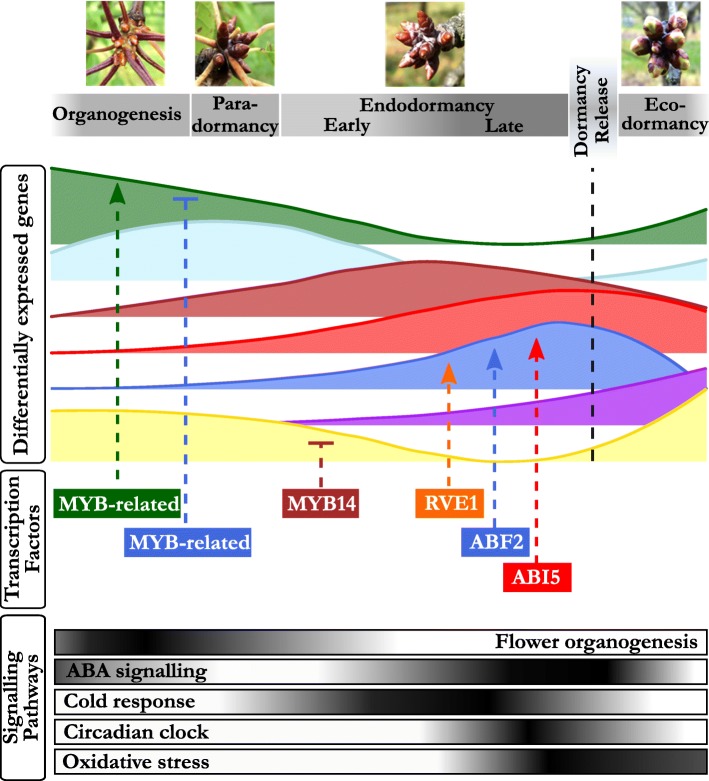
From bud formation to flowering: transcriptomic regulation of flower bud dormancy. Our results highlighted seven main expression patterns corresponding to the main dormancy stages. During organogenesis and paradormancy (July to September), signalling pathways associated with flower organogenesis and ABA signalling are upregulated. Distinct groups of genes are activated during different phases of endodormancy, including targets of transcription factors involved in ABA signalling, cold response and circadian clock. ABA: abscisic acid

Our results show that the transcriptional state reflects the dormancy stage of the bud independently of the chilling requirement. Indeed, samples of the three cultivars at the same dormancy stage are very similar in terms of expression patterns, even if they correspond to samples harvested at different dates. Given this observation, we can speculate that the genes and pathways we find to be regulated at each dormancy stage are potentially involved in the control of this dormancy stage, and not just in the response to environmental conditions. We discuss below the main functions we find to be associated with each dormancy stage.

### *DAMs*, floral identity and organogenesis genes characterize the pre-dormancy stages

To our knowledge, this is the first report on the transcriptional regulation of early stages of flower bud development in temperate fruit trees. Information on dormancy onset and pre-dormancy bud stages are scarce and we arbitrarily delimited the organogenesis and paradormancy in July/August and September, respectively. However, based on transcriptional data, we could detect substantial discrepancies suggesting that the definition of the bud stages can be improved. Indeed, we observe that samples harvested from buds during phases that we defined as organogenesis and paradormancy cluster together in the PCA, but away from samples harvested during endodormancy. Moreover, most of the genes highly expressed during paradormancy are also highly expressed during organogenesis. This is further supported by the fact that paradormancy is a flower bud stage predicted with less accuracy based on expression level of the seven marker genes. 

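The classifier run here is not the paper's model. Its genes were chosen anew, and PavTCX2 among them is also a marker of the paper. In this classifier paradormancy, with 8 samples, was called right in 45.6% of predictions. It was called organogenesis 816 times and paradormancy 684 times, and samples in organogenesis were called paradormancy 488 times. Of the genes of the classifier, PavTCX2 was in ‘Garnet’ at 136 ± 6.10 TPM on 4 August and 167 ± 8.72 TPM on 1 September (SD, n = 3 trees each). Its log2 fold change from organogenesis to paradormancy was 0.49 (standard error 0.0631, adjusted p = 1.74e-06) by edgeR's quasi-likelihood test.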

In details, paradormancy is defined as a stage of growth inhibition originating from surrounding organs [7] therefore it is strongly dependent on the position of the buds within the tree and the branch. Our results suggest that defining paradormancy for multiple cherry flower buds based on transcriptomic data is difficult and even raise the question of whether paradormancy can be considered as a specific flower bud stage. Alternatively, we propose that the pre-dormancy period should rather be defined as a continuum between organogenesis, growth and/or growth cessation phases. Further physiological observations, including flower primordia developmental context [47], could provide crucial information to precisely link the transcriptomic environment to these bud stages. Nonetheless, we found very few, if not at all, differences between the three cultivars for the expression patterns during organogenesis and paradormancy, supporting the hypothesis that pre-dormancy processes are not associated with the different timing in dormancy release and flowering that we observe between these cultivars.

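On 1 September, with the cultivars all in paradormancy, ‘Cristobalina’ differed from ‘Garnet’ in 3245 of 20819 genes, ‘Regina’ from ‘Garnet’ in 1493 and ‘Cristobalina’ from ‘Regina’ in 2592, by edgeR's quasi-likelihood test. Such counts are of levels on that date, with no minimum fold change, while the paper speaks of patterns over organogenesis and paradormancy. A constant difference between cultivars, as in how reads map, enters the counts and leaves a pattern unchanged. Of 10 ABA pathway genes, which like the other groups the study chose on the ‘Garnet’ samples, 1 was lower and 0 higher in ‘Cristobalina’ than in ‘Garnet’, and of 29 cell wall genes 2 were lower and 1 higher. In ‘Regina’ 1 ABA pathway gene was lower and 0 of the 9 ERF and DREB genes passed edgeR's threshold in either direction. PavSEP1 was higher in ‘Regina’ than in ‘Garnet’, at 19.5 ± 0.717 against 5.29 ± 0.469 TPM (SD, n = 2 and 3 trees), a log2 fold change of 1.75 (standard error 0.216, adjusted p = 1.11e-08). The homologue of ARK3 (Prupe.3G225100), a receptor kinase, was higher in both, with 3.65 in ‘Cristobalina’ and 2.99 in ‘Regina’ from counts and smaller ratios in TPM, 78.7 ± 4.03 and 49.0 ± 1.81 against 8.53 ± 1.46 TPM. The homologue of MLP31 (Prupe.1G328500) was lower in both, with -5.23 and -3.77, and so were RD22 homologues on chromosome 1, which may share reads, with Prupe.1G475200 at 269.5 ± 12.4 TPM in ‘Garnet’, 7.29 ± 1.62 TPM in ‘Cristobalina’ and 8.13 ± 0.0688 TPM in ‘Regina’. With all libraries of replicate 2 left out the counts were 1720, 597 and 938 for the 3 comparisons, and without replicate 1 the count was 583 for ‘Regina’ against ‘Garnet’ and 1368 for ‘Cristobalina’ against ‘Regina’.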

Our results showed that specific pathways were specifically activated before dormancy onset. The key role of ABA in the control of bud set and dormancy onset has been known for decades and we found that the ABA-related transcription factor *PavWRKY40* is expressed as early as during organogenesis. Several studies have highlighted a role of *PavWRKY40* homolog in Arabidopsis in ABA signalling, in relation with light transduction [48, 49] and biotic stresses [50]. These results suggest that there might be an early response to ABA in flower buds. Furthermore, we uncovered the upregulation of several pathways linked to organogenesis during the summer months, including *PavMYB63 and PavMYB93*, expressed during early organogenesis, with potential roles in the secondary wall formation [51] and root development [52]. 

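PavTCX2 (Prupe.1G019100, chromosome 1 from 1328470 to 1333847) was at 101 ± 12.4 TPM in ‘Garnet’ on 7 July and 29.2 ± 0.723 TPM on 13 January, and at 76.2 ± 8.23 TPM on 23 February and 23.3 ± 1.46 TPM on 22 March, its lowest (SD, n = 3 trees each). It fell from early to late endodormancy, with a log2 fold change of -1.01 (standard error 0.0597, adjusted p = 8.01e-13), and over the dates of ecodormancy together it was above dormancy release, with 0.27 (standard error 0.0543, adjusted p = 8.97e-05), both by edgeR's quasi-likelihood test. In dormant against non-dormant buds it had -0.38 (standard error 0.277, adjusted p = 0.25), which did not pass except without the samples of 6 October (-0.64) or of 22 March (-0.59). In ‘Regina’ it was at 128 ± 0.411 TPM on 1 September and 46.2 ± 8.08 TPM on 1 December (SD, n = 2 each).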

Interestingly, *TESMIN/TSO1-like CXC 2* (*PavTCX2*), defined here as a marker gene for organogenesis and paradormancy, is the homolog of an Arabidopsis TF potentially involved in stem cell division [53]. We found that targets for PavTCX2 may be over-represented in genes up-regulated during endodormancy, thus suggesting that *PavTCX2* acts on bud development by repressing dormancy-associated genes. In accordance with the documented timing of floral initiation and development in sweet cherry [54], several genes involved in floral identity and flower development, including *PavAGL20*, *PavFD*, as well as targets of *PavSEP3*, *PavAP3* and *PavAG*, were markedly upregulated during the early stages of flower bud development. Many studies conducted on fruit trees support the key role of *DAM* genes in the control of dormancy establishment and maintenance [18] and we found expression patterns very similar to the peach *DAM* genes with *PavDAM1* and *PavDAM3*, as well as *PavDAM6*, expressed mostly during summer [55]. The expression of these three genes was at the highest before endodormancy and seems to be inhibited by cold exposure from October onward, similarly to previous results obtained in sweet cherry [56], peach [57], Japanese apricot [58] and apple [59]. These results further suggest a major role for *PavDAM1*, *PavDAM3* and *PavDAM6* in dormancy establishment, bud onset and growth cessation in sweet cherry.

### Integration of environmental and internal signals through a complex array of signaling pathways during endodormancy

Previous studies have proved the key role of a complex array of signaling pathways in the regulation of endodormancy onset and maintenance that subsequently lead to dormancy release, including genes involved in cold response, phytohormone-associated pathways and oxidation-reduction processes. Genes associated with the response to cold, notably, have been shown to be up-regulated during endodormancy such as dehydrins and *DREB* genes identified in oak, pear and leafy spurge [24, 27, 60]. We observe an enrichment for GO involved in the response to abiotic and biotic responses, as well as an enrichment for targets of many TFs involved in the response to environmental factors. In particular, our results suggest that *PavMYB14*, which has a peak of expression in November just before the cold period starts, is repressing genes that are subsequently expressed during ecodormancy. This is in agreement with the fact that *AtMYB14*, the *PavMYB14* homolog in *Arabidopsis thaliana*, is involved in cold stress response regulation [42]. 

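PavMYB14 was highest in ‘Garnet’ on 3 November, at 5.79 ± 0.714 TPM, against 1.11 ± 0.175 TPM on 1 September, 2.54 ± 0.594 TPM on 1 December and 0.638 ± 0.191 TPM on 23 February (SD, n = 3 trees each). It fell from early to late endodormancy, with a log2 fold change of -0.92 (standard error 0.291, adjusted p = 0.00896) by edgeR's quasi-likelihood test, a call that ended without replicate 2 (-0.72). In ‘Cristobalina’ it was at 1.87 ± 0.0511 TPM on 6 October and 1.18 ± 0.467 TPM on 3 November (SD, n = 2 and 3) and in ‘Regina’ at 1.96 ± 0.238 TPM on 3 November (SD, n = 2). At a few TPM, its values rest on few reads.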

Although these results were not confirmed in *Populus* [61], two MYB DOMAIN PROTEIN genes (*MYB4* and *MYB14*) were also up-regulated during the induction of dormancy in grapevine [62]. Similarly, we identified an enrichment in genes highly expressed during endodormancy with target motifs of a transcription factor belonging to the CBF/DREB family. These TFs have previously been implicated in cold acclimation and endodormancy in several perennial species [60, 63]. These results are in agreement with the previous observation showing that genes responding to cold are differentially expressed during dormancy in other tree species [24]. Cold acclimation is the ability of plants to adapt to and withstand freezing temperatures and is triggered by decreasing temperatures and photoperiod. Therefore mechanisms associated with cold acclimation are usually observed concomitantly to the early stages of endodormancy. 

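PavCSLG3 (Prupe.1G033900, chromosome 1 from 2356475 to 2360944) rose early in endodormancy in ‘Garnet’, from 5.37 ± 1.69 TPM on 1 September to 11.0 ± 1.10 TPM on 6 October (SD, n = 3 and 2 trees), 29.3 ± 3.31 TPM on 3 November and 43.5 ± 2.83 TPM on 13 January (SD, n = 3 each). Its log2 fold change was 1.83 (standard error 0.254, adjusted p = 6.32e-06) from paradormancy to early endodormancy and 2.99 (standard error 0.265, adjusted p = 5.31e-10) in dormant against non-dormant buds, by edgeR's quasi-likelihood test, and it may share reads with its neighbour, the CSLG2 homologue. Of 29 members of the cell wall group 11 were lower and 3 higher in early endodormancy, and the others passed in neither direction (adjusted over the list alone, 11 and 4), members the study chose on these samples. Over all dormant dates 18 were lower and 5 higher (21 and 5 when adjusted over the list alone), the higher ones including the CSLD1 homologue and the lower ones the homologues of the expansin EXP8, the xyloglucan endotransglycosylase XTR2 and the arabinogalactan protein AGP20.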

The stability of membranes and a strict control of cellular homeostasis are crucial in the bud survival under cold stress and we observe that genes associated with cell wall organization and nutrient transporters are up-regulated at the beginning of endodormancy, including the *CELLULOSE SYNTHASE-LIKE G3* (*PavCSLG3*) marker gene.

Similarly to seed dormancy processes, hormonal signals act in a complex way to balance dormancy maintenance and growth resumption. In particular, ABA levels have been shown to increase in response to environmental signals such as low temperatures and/or shortening photoperiod, and trigger dormancy induction [64–66] Several studies have also shown that a subsequent drop in ABA concentration is associated with dormancy release [65, 67]. These results are supported by previous reports where genes involved in ABA signaling are differentially expressed during dormancy in various tree species (for e.g., see [19, 20, 22, 24, 68]). We find ABA-related pathways to be central in our transcriptomic analysis of sweet cherry bud dormancy, with the enrichment of GO terms related to ABA found in the genes highly expressed during endodormancy. These genes, including ABA-degradation gene *PavCYP707A2,* ABA-response factor *PavABF2*, and the Protein phosphatase 2C (*PavPP2C*) marker gene, are then inhibited after dormancy release in the three cultivars. Accordingly, we identified a key role for ABA-associated genes *PavABI5* and *PavABF2* in the regulation of dormancy progression in our dataset. These two transcription factors are mainly expressed around the time of dormancy release, like their target, and their homologs in Arabidopsis are involved in key ABA processes, especially during seed dormancy [69]. These results are consistent with records that *PmABF2* is highly expressed during endodormancy in Japanese apricot [22]. Interestingly, both positive regulators of ABA, including *PavABF2* and *PavABI5*, and negative regulators of ABA, such as *PavCYP707A2*, are highly expressed during endodormancy. These results show an increased regulation of ABA levels during endodormancy. They also suggest that elevated ABA levels may then be present in the buds and that they are correlated with deep dormancy, as previously shown in other studies [70–74]. In addition, *PavCYP707A2* is upregulated at the same dormancy stages, which is consistent with the hypothesis that ABA catabolism is activated concomitantly with increased ABA biosynthesis to maintain its homeostasis [75]. Previous reports showed an activation of ABA-induced dormancy by *DAM* genes [65, 74] and we observed that *PavDAM4* expression pattern is very similar to ABA-related genes. We can therefore hypothesize that *PavDAM4* has a key role in dormancy onset and maintenance, potentially by regulating ABA metabolism. On the other side of the pathway, ground-breaking works have revealed that ABA signaling is crucial in triggering dormancy onset by inducing plasmodesmata closure, potentially through callose deposit [66, 76]. Accordingly, we found that *PavGH17* genes involved in callose degradation are highly activated before and after endodormancy while their expression is inhibited during endodormancy, thus suggesting that callose deposit is activated during endodormancy in sweet cherry flower buds.

In plants, response to environmental and developmental stimuli usually involves pathways associated with circadian clock regulation. This is also true for bud dormancy where the interplay between environmental and internal signals necessitates circadian clock genes for an optimal response [4, 77–80]. Indeed, transcriptomic analyses conducted in poplar showed that among the genes up-regulated during endodormancy, were genes with the EVENING ELEMENT (EE) motifs, that are important regulators of circadian clock and cold-responsive genes, and components of the circadian clock, including *LATE-ELONGATE HYPOCOTYL* (*LHY*) and *ZEITLUPE* (*ZTL*) [61, 68]. We identified an enrichment of targets for *PavRVE8* and *PavRVE1* among the genes expressed around the time of dormancy release. Homologs of *RVE1* are also up-regulated during dormancy in leafy spurge [46] and apple [81]. These TFs are homologs of Arabidopsis MYB transcription factors involved in the circadian clock. In particular, *AtRVE1* seems to integrate several signalling pathways including cold acclimation and auxin [82–84] while *AtRVE8* is involved in the regulation of circadian clock by modulating the pattern of H3 acetylation [85]. Our findings that genes involved in the circadian clock are expressed and potentially regulate genes at the time of dormancy release strongly support the hypothesis that environmental cues might be integrated with internal factors to control dormancy and growth in sweet cherry flower buds.

Consistently with observations that elevated levels of the reactive species of oxygen H_2_O_2_ are strongly associated with dormancy release [86], oxidative stress is considered as one of the important processes involved in the transition between endodormancy and ecodormancy [30, 87, 88]. In line with these findings, we identified genes involved in oxidation-reduction processes that are up-regulated just before endodormancy release including *PavGPX6* and *PavGR*, that are involved in the detoxification systems. 

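The MDAR6 homologue (Prupe.5G106000, chromosome 5 from 11231011 to 11235748), a monodehydroascorbate reductase of the ascorbate cycle, was at 58.8 ± 1.28 TPM in ‘Garnet’ on 7 July, 118.73 ± 5.90 TPM on 13 January and 45.8 ± 0.395 TPM on 22 March (SD, n = 3 trees each). It had a log2 fold change of -0.95 (standard error 0.0380, adjusted p = 2e-17) from dormancy release to ecodormancy, by edgeR's quasi-likelihood test. From early to late endodormancy 6 of the 10 oxidation-reduction genes picked by ID rose and 2 fell, and of the 15 picked by name 10 rose and 2 fell, members the study chose on these samples. PavGPX6 rose over that step, with 0.81 (standard error 0.0600, adjusted p = 3.36e-11). In ‘Cristobalina’, PavGPX6 was highest on 15 December, a date sampled in that cultivar alone, at 574 ± 12.9 TPM, and at 368 ± 24.4 TPM on 29 December.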

In their model for the control of dormancy, Ophir and colleagues [88] hypothesize that respiratory stress, ethylene and ABA pathways interact to control dormancy release and growth resumption. Our results concur with this hypothesis to some extend albeit the key role of *DAM* genes should be further explored. Co-regulation analyses will be needed to investigate whether oxidative stress signalling is involved upstream to trigger dormancy release or downstream as a consequence of cellular activity following dormancy release in sweet cherry buds, leading to a better understanding of how other pathways interact or are directly controlled by oxidative cues.

### Global cell activity characterizes the ecodormancy stage in sweet cherry flower buds

Following the release of endodormancy, buds enter the ecodormancy stage, which is a state of inhibited growth controlled by external signals that can therefore be reversed by exposure to growth-promoting signals [7]. This transition towards the ability to grow is thought to be associated with the prolonged downregulation of *DAM* genes (see [18] for review), regulated by epigenetic mechanisms such as histone modifications [63, 89–91] and DNA methylation [56], in a similar way to *FLC* repression during vernalization in Arabidopsis. We observe that the expression of all *PavDAM* genes is inhibited before dormancy release, thus supporting the hypothesis that *DAM* genes may be involved in dormancy maintenance. In particular, the transition to ecodormancy coincides with a marked decrease in *PavDAM4* expression, which suggests that the regulation of its expression is crucial in the progression of dormancy towards growth resumption. However, other MADS-box transcription factors were found to be up-regulated during ecodormancy, including *PavAG* and *PavAP3*, similarly to previous results obtained in Chinese cherry (*Prunus pseudocerasus*) [28]. We also found that the marker gene *PavMEE9*, expressed during ecodormancy, is orthologous to the Arabidopsis gene *MATERNAL EFFECT EMBRYO ARREST 9* (*MEE9*), required for female gametophyte development [92], which could suggest active cell differentiation during the ecodormancy stage.

As mentioned before, in-depth studies conducted on poplar have led to the discovery that the regulation of the movements through the plasma membrane plays a key role not only in dormancy onset but also in dormancy release [93]. This is also true for long-distance transport with the observation that in peach, for example, active sucrose import is renewed during ecodormancy [94]. In sweet cherry, our results are consistent with these processes since we show that GO terms associated with transmembrane transporter activity are enriched for genes highly expressed during ecodormancy. Transmembrane transport capacity belongs to a wide range of membrane structures modifications tightly regulated during dormancy. For example, lipid content, linoleic and linolenic acids composition and unsaturation degree of fatty acids in the membrane are modified throughout dormancy progression [30] and these changes in the membrane structure may be associated with modifications in the cytoskeleton [93]. 

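All 7 microtubule genes rose in ‘Garnet’ between dormancy release and ecodormancy, by edgeR's quasi-likelihood test, and 6 of them were lower in dormant buds (7 when adjusted over the list alone). They are homologues of the tubulins TUB6, TUB8 and TUA2, of the microtubule-associated MAP65-8 and MAP70-1 and of kinesins, and the study chose them on these samples. In ‘Cristobalina’ on 26 January all 7 were higher than in ‘Garnet’, and in ‘Regina’ 1 was lower and none passed the test upward. Of 14 GDSL-type lipase genes, a family of secreted esterases, 11 rose and 2 fell in ecodormancy, the study having chosen these too. The AT1G44970 peroxidase homologue, of a class that acts in cell walls, rose in ‘Cristobalina’ over ‘Garnet’ on 26 January by 8.30 (standard error 0.454, adjusted p = 1.8e-22) on the log2 scale.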

Consistently, we find that genes involved in microtubule-based processes and cell wall organization are up-regulated during ecodormancy in sweet cherry flower buds. For example, the marker gene *PavUDP-GalT1*, orthologous to a putative UDP-galactose transmembrane transporter, is highly express after dormancy release in all three cultivars.

Overall, all processes triggered during ecodormancy are associated with cell activity. The trends observed here suggest that after endodormancy release, transmembrane and long distance transports are reactivated, thus allowing an active uptake of sugars, leading to increased oxidation-reduction processes and cell proliferation and differentiation.

### Development of a diagnostic tool to define the flower bud dormancy stage using seven genes

We find that sweet cherry flower bud stage can be accurately predicted with the expression of just seven genes. It indicates that combining expression profiles of just seven genes is enough to recapitulate all transcriptional states in our study. This is in agreement with previous work showing that transcriptomic states can be accurately predicted using a relatively low number of markers [95]. Marker genes were not selected on the basis of their function and indeed, two genes are orthologous to Arabidopsis proteins of unknown function: *PavSRP* (Stress responsive A/B Barrel Domain-containing protein) and *PavGH127* (putative glycosyl hydrolase). However, as reported above, some of the selected marker genes are involved in the main pathways regulating dormancy progression, including cell wall organization during the early phase of endodormancy (*PavCSLG3*), ABA (*PavPP2C*), transmembrane transport (*PavUDP-GalT1*) and flower primordia development (*PavMEE9*).

Interestingly, when there are discrepancies between the predicted bud stages and the ones defined by physiological observations, the model always predicts that stages happen earlier than the actual observations. For example, the model predicts that dormancy release occurs instead of endodormancy, or ecodormancy instead of dormancy release. This could suggest that transcriptional changes happen before we can observe physiological changes. This is indeed consistent with the indirect phenotyping method currently used, based on the observation of the response to growth-inducible conditions after 10 days. Using these seven genes to predict the flower bud stage would thus potentially allow to identify these important transitions when they actually happen.

We show that the expression level of these seven genes can be used to predict the flower bud stage in other conditions and genotypes by performing RT-qPCR. Also this independent experiment has been done on two consecutive years and shows that RT-qPCR for these seven marker genes as well as two control genes are enough to predict the flower bud stage in cherry trees. It shows that performing a full transcriptomic analysis is not necessary if the only aim is to define the dormancy stage of flower buds.

## Conclusions

In this work, we have characterized transcriptional changes throughout all stages of sweet cherry flower bud development and dormancy. To our knowledge, no analysis had previously been conducted on this range of dates in temperate trees. Pathways involved at different stages of bud dormancy have been investigated in other species and we confirmed that genes associated with the response to cold, ABA and development processes were also identified during sweet cherry flower bud dormancy. We took advantage of the extended timeframe and we highlighted genes and pathways associated with specific phases of dormancy, including early endodormancy, deep endodormancy and dormancy release. For that reason, our results suggest that commonly used definitions of bud dormancy are too restrictive and transcriptomic states might be useful to redefine the dormancy paradigm, not only for sweet cherry but also for other species that undergo overwintering. We advocate for large transcriptomic studies that take advantage of the wide range of genotypes available in forest and fruit trees, aiming at the mechanistic characterization of dormancy stages. Using this approach of comparing transcriptomes for several cultivars of flower buds from organogenesis to dormancy release, we find that the transcriptional states reflect the bud dormancy stage independently of the chilling requirement of the cultivars. Furthermore, we then went a step beyond the global transcriptomic analysis and we developed a model based on the transcriptional profiles of just seven genes to accurately predict the main dormancy stages. This offers an alternative approach to methods currently used such as assessing the date of dormancy release by using forcing conditions. In addition, this result sets the stage for the development of a fast and cost effective diagnostic tool to molecularly define the dormancy stages in cherry trees. This approach, from transcriptomic data to modelling, could be tested and transferred to other fruit tree species and such diagnostic tool would be very valuable for researchers working on fruit trees as well as for plant growers, notably to define the best time for the application of dormancy breaking agents, whose efficiency highly depends on the state of dormancy progression.

## Methods

### Plant material

Branches and flower buds were collected from four different sweet cherry cultivars with contrasted flowering dates: ‘Cristobalina’, ‘Garnet’, ‘Regina’ and ‘Fertard’, which display extra-early, early, late and very late flowering dates, respectively. ‘Cristobalina’, ‘Garnet’, ‘Regina’ trees were grown in an orchard located at the Fruit Experimental Unit of INRA in Bourran (South West of France, 44° 19′ 56′′ N, 0° 24′ 47′′ E), under the same agricultural practices. ‘Fertard’ trees were grown in an orchard at the Fruit Experimental Unit of INRA in Toulenne, near Bordeaux (48° 51′ 46′′ N, 2° 17′ 15′′ E). During the first sampling season (2015/2016), ten or eleven dates spanning the entire period from flower bud organogenesis (July 2015) to bud break (March 2016) were chosen for RNA sequencing (Fig. 1a and Additional file 2: Table S1), while bud tissues from ‘Fertard’ were sampled in 2015/2016 (12 dates) and 2017/2018 (7 dates) for validation by RT-qPCR (Additional file 2: Table S1). For each date, flower buds were sampled from different trees, each tree corresponding to a biological replicate. Upon harvesting, buds were flash frozen in liquid nitrogen and stored at − 80 °C prior to performing RNA-seq.

### Measurements of bud break and estimation of the dormancy release date

For the two sampling seasons, 2015/2016 and 2017/2018, three branches bearing floral buds were randomly chosen fortnightly from ‘Cristobalina’, ‘Garnet’, ‘Regina’ and ‘Fertard’ trees, between November and flowering time (March–April). Branches were incubated in water pots placed under forcing conditions in a growth chamber (25 °C, 16 h light/ 8 h dark, 60–70% humidity). The water was replaced every 3–4 days. After 10 days under forcing conditions, the total number of flower buds that reached the BBCH stage 53 [35, 47] was recorded. The date of dormancy release was estimated as the date when the percentage of buds at BBCH stage 53 was above 50% after 10 days under forcing conditions (Fig. 1a).

### RNA extraction and library preparation

Total RNA was extracted from 50 to 60 mg of frozen and pulverised flower buds using RNeasy Plant Mini kit (Qiagen) with minor modification: 1.5% PVP-40 was added in the extraction buffer RLT. RNA quality was evaluated using Tapestation 4200 (Agilent Genomics). Library preparation was performed on 1 μg of high quality RNA (RNA integrity number equivalent superior or equivalent to 8.5) using the TruSeq Stranded mRNA Library Prep Kit High Throughput (Illumina cat. no. RS-122-2103) for ‘Cristobalina’, ‘Garnet’ and ‘Regina’ cultivars. DNA quality from libraries was evaluated using Tapestation 4200. The libraries were sequenced on a NextSeq500 (Illumina), at the Sainsbury Laboratory Cambridge University (SLCU), using paired-end sequencing of 75 bp in length.

### Mapping and differential expression analysis

The raw reads obtained from the sequencing were analysed using several publicly available software and in-house scripts. The quality of reads was assessed using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/) and possible adaptor contaminations were removed using Trimmomatic [96]. Trimmed reads were mapped to the peach (*Prunus persica* (L) Batsch) reference genome v.2 [97] (genome sequence and information can be found at the following address: https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Ppersica) using Tophat [38]. Possible optical duplicates were removed using Picard tools (https://github.com/broadinstitute/picard). The total number of mapped reads of each samples are given in (Additional file 2: Table S6 ). For each gene, raw read counts and TPM (Transcripts Per Million) numbers were calculated [98].

We performed a differential expression analysis on data obtained from the ‘Garnet’ samples. First, data were filtered by removing lowly expressed genes (average read count <3), genes not expressed in most samples (read counts = 0 in more than 75% of the samples); and genes presenting little change in expression between samples (coefficient of variation <0.3). Then, differentially expressed genes (DEGs) between non dormant and dormant stages were assessed using DEseq2 R Bioconductor package [99], in the statistical software R (R Core Team 2018), on filtered data. Genes with an adjusted *p-value* (padj) < 0.05, using the Benjamini-Hochberg multiple testing correction method, were assigned as DEGs (Additional file 2: Table S2). To enable researchers to access this resource, we have created a graphical web interface to allow easy visualisation of transcriptional profiles throughout flower bud dormancy in the three cultivars for genes of interest (bwenden.shinyapps.io/DorPatterns).

### Principal component analyses and hierarchical clustering

Distances between the DEGs expression patterns over the time course were calculated based on Pearson’s correlation on ‘Garnet’ TPM values. We applied a hierarchical clustering analysis on the distance matrix to define ten clusters (Additional file 2: Table S2). For expression patterns representation, we normalized the data using *z-score* for each gene:

$$ z\  score=\frac{\left({TPM}_{ij}-{mean}_i\right)}{Standard\ Deviation} $$

where TPM_ij_ is the TPM value of the gene *i* in the sample *j*, *mean*_*i*_ and *standard deviation*_*i*_ are the *mean* and *standard deviation* of the TPM values for the gene *i* over all samples.

Principal component analyses (PCA) were performed on TPM values from different datasets using the *prcomp* function from R.

For each cluster, using data for ‘Garnet’, ‘Regina’ and ‘Cristobalina’, mean expression pattern was calculated as the mean *z-score* value for all genes belonging to the cluster. We then calculated the Pearson’s correlation between the *z-score* values for each gene and the mean *z-score* for each cluster. We defined the marker genes as genes with the highest correlation values, i.e. genes that represent the best the average pattern of the clusters. Keeping in mind that the marker genes should be easy to handle, we then selected the optimal marker genes displaying high expression levels while not belonging to extended protein families.

### Motif and transcription factor targets enrichment analysis

We performed enrichment analysis on the DEG in the different clusters for transcription factor targets genes and target motifs.

Motif discovery on the DEG set was performed using Find Individual Motif occurrences (FIMO) [39]. Motif list available for peach was obtained from PlantTFDB 4.0 [37]. To calculate the overrepresentation of motifs, DEGs were grouped by motif (grouping several genes and transcripts in which the motif was found). Overrepresentation of motifs was performed using hypergeometric tests using Hypergeometric {stats} available in R. Comparison was performed for the number of appearances of a motif in one cluster against the number of appearances on the overall set of DEG. As multiple testing implies the increment of false positives, *p-values* obtained were corrected using False Discovery Rate [100] correction method using p.adjust {stats} function available in R.

A list of predicted regulation between transcription factors and target genes is available for peach in PlantTFDB [37]. We collected the list and used it to analyse the overrepresentation of genes targeted by TF, using Hypergeometric {stats} available in R, comparing the number of appearances of a gene controlled by one TF in one cluster against the number of appearances on the overall set of DEG. *p-values* obtained were corrected using a false discovery rate as described above. We only present results obtained for TFs that are themselves DEGs. Predicted gene homology to *Arabidopsis thaliana* and functions were retrieved from the data files available for *Prunus persica* (GDR, https://www.rosaceae.org/species/prunus_persica/genome_v2.0.a1).

### GO enrichment analysis

The list for the gene ontology (GO) terms was retrieved from the database resource PlantRegMap [37]. Using the topGO package [36], we performed an enrichment analysis on GO terms for biological processes, cellular components and molecular functions based on a classic Fisher algorithm. Enriched GO terms were filtered with a *p-value* < 0.005 and the ten GO terms with the lowest *p-value* were selected for representation.

### Marker genes selection and RT-qPCR analyses

The seven marker genes were selected based on the following criteria:

- Their expression presented the best correlation with the average expression profiles of their cluster.
- They were not members of large families (in order to reduce issues caused by redundancy).
- We only kept genes for which we could design high efficiency primers for RT-qPCR.

Marker genes were not selected based on modelling fit, nor based on their function.

cDNA was synthetised from 1 μg of total RNA using the iScript Reverse Transcriptase Kit (Bio-rad Cat no 1708891) in 20 μl of final volume. 2 μL of cDNA diluted to a third was used to perform the qPCR in a 20 μL total reaction volume. qPCRs were performed using a Roche LightCycler 480. Three biological replicates for each sample were performed. Primers used in this study for qPCR are available in (Additional file 2: Table S7 ). Primers were tested for non-specific products by separation on 1.5% agarose gel electrophoresis and by sequencing each amplicon. Realtime data were analyzed using custom R scripts. Expression was estimated for each gene in each sample using the relative standard curve method based on cDNA diluted standards. For the visualization of the marker genes’ relative expression, we normalized the RT-qPCR results for each marker gene by the average RT-qPCR data for the reference genes *PavRPII* and *PavEF1.*

### Bud stage predictive modelling

In order to predict the bud stage based on the marker genes transcriptomic data, we used TPM values for the marker genes to train and test several models. First, all samples were projected into a 2-dimensional space using PCA, to transform potentially correlated data to an orthogonal space. The new coordinates were used to train and test the models to predict the five bud stage categories. In addition, we tested the model on RT-qPCR data for samples harvested from the ‘Fertard’ cultivar. For the modelling purposes, expression data for the seven marker genes were normalized by the expression corresponding to the October sample. We chose the date of October as the reference because it corresponds to the beginning of dormancy and it was available for all cultivars. For each date, the October-normalized expression values of the seven marker genes were projected in the PCA 2-dimension plan calculated for the RNA-seq data and they were tested against the model trained on ‘Cristobalina’, ‘Garnet’ and ‘Regina’ RNA-seq data.

We tested five different models (Multinomial logistic regression – LR, Random forest classifier – RF, k-nearest neighbour classifier – KNN, multi-layer perceptron – MLP, and support vector machine classifier – SVM) for 500 different combination of training/testing RNA-seq datasets, all implemented using the scikit-learn Python package [101] (See Additional file 3 for details on the used parameters). The models were 5-fold cross-validated to ensure the robustness of the coefficients and to reduce overfitting. The models F1-scores, which are used in multi-class cases and are calculated as the weighted average of the precision and recall of each class, were calculated for the RNA-seq testing sets and the RT-qPCR datasets. Results presented in (Additional file 1: Figure S10) show that, although the highest model F1-scores were obtained for the RF and MLP when considering only the RNA-seq training dataset, the best results based on the RT-qPCR dataset were obtained for the SVM and the LR models. We selected the LR model for this study because the coefficients are more easily described, with two coefficients for each dormancy stage (Additional file 1: Figure S9b). The LR model used in this study was optimised using the *LogisticRegressionCV* function with default parameters, multi_class: ‘multinomial’, max_iter: 1000 and the ‘lbfgs’ solver for the optimization.

## Supplementary information

**Additional file 1: Figure S1.** Field temperature during the sampling season. **Figure S2.** Separation of samples by dormancy stage using read counts for all genes. **Figure S3.** Enrichments in gene ontology terms in the ten clusters**. Figure S4.** Expression patterns for the transcription factors and their targets**. Figure S5.** Separation of samples by dormancy stage and cultivar using all genes. **Figure S6.** Analysis of the 100 genes that best contribute to the PCA dimensions 1 and 2. **Figure S7.** Clusters of expression patterns for differentially expressed genes in the sweet cherry cultivars ‘Regina’, ‘Cristobalina’ and ‘Garnet’. **Figure S8.** Separation of samples by dormancy stage and cultivar using the seven marker genes. **Figure S9.** Multinomial logistic regression model details. **Figure S10.** Comparison of the accuracy for the five tested models.

**Additional file 2: Table S1** Description of the flower bud samples used for RNA-seq and RT-qPCR. **Table S2.** ‘Garnet’ differentially expressed genes and their assigned clusters. **Table S3** Transcription factors with enriched targets in the different clusters. **Table S4** Enrichments in gene ontology terms in the transcription factors targets. **Table S5** Contribution of differentially expressed genes to the PCA dimensions 1 and 2. **Table S6** RNA-seq mapped reads and gene count information. **Table S7** Primers used for RT-qPCR.

**Additional file 3.** Additional information on the model optimization.

## Data Availability

RNA-seq data that support the findings of this study have been deposited in the NCBI Gene Expression Omnibus under the accession code GSE130426. The graphical web interface DorPatterns is available at the address: bwenden.shinyapps.io/DorPatterns. Scripts and codes for data analysis and modelling will be available on github upon acceptation of the manuscript.

## Abbreviations

ABA: Abscisic acid
ABF2: ABSCISIC ACID RESPONSE ELEMENT-BINDING FACTOR 2
ABI5: ABSCISIC ACID INSENSITIVE 5
AG: AGAMOUS
AGL20: AGAMOUS-like 20
AGL9: AGAMOUS-like 9
AP3: APETALA3
AREB3: ABSCISIC ACID RESPONSE ELEMENT-BINDING PROTEIN 3
ATHB7: *Arabidopsis thaliana* HOMEOBOX 7
CBF/DREB: C-REPEAT/DRE BINDING FACTOR 2/DEHYDRATION RESPONSE ELEMENT-BINDING PROTEIN
CSLG3: Cellulose Synthase like G3
DAM: DORMANCY ASSOCIATED MADS-box
DEG: Differentially expressed gene
DNA: Desoxyribonucleic acid
EE: Evening element motif
EF1: Elongation factor 1
ERF: Ethylene-responsive element
FD: FLOWERING LOCUS D
FIMO: Find Individual Motif Occurrences
FLC: FLOWERING LOCUS C
GH127: Glycosyl Hydrolase 127
GO: Gene ontology
GPX6: GLUTATHION PEROXIDASE 6
GR: GLUTATHION REDUCTASE
GRF7: GROWTH-REGULATING FACTOR7
GST8: GLUTATHION S-TRANSFERASE8
H3: Histone 3
KNN: K-nearest neighbour
LEA: LATE EMBRYOGENESIS ABUNDANT PROTEIN
LHY: LATE-ELONGATE HYPOCOTYL
LP1: LIPID TRANSFER PROTEIN1
LR: Multinomial logistic regression
MEE9: Maternal effect embryo arrest 9
MLP: Multi-layer perceptron
Padj: Adjusted *p*-value
Pav: *Prunus avium*
PC: Principal component
PCA: Principal component analysis
PDCB3: PLASMODESMATA CALLOSE-BINDING PROTEIN 3
PIF4: PHYTOCHROME INTERACING FACTOR 4
PIL5: PHYTOCHROME INTERACING FACTOR 3 LIKE 5
PP2C: Phosphatase 2C
RF: Random forest
RNA: Ribonucleic acid
RPII: Ribonucleic acid polymerase II
RT-qPCR: quantitative reverse transcriptase polymerase chain reaction
RVE1/8: REVEILLE1/8
SEP3: SEPALLATA3
SPT: SPATULA
SRP: STRESS RESPONSIVE PROTEIN
SVM: Support vector machine
TCX2: TESMIN/TSO1-like CXC 2
TF: transcription factor
TPM: Transcripts per million reads
UDP-GalT1: UDP-Galactose transporter 1
ZTL: ZEITLUPE

## References

[1] Heide OM, Prestrud AK (2005). Low temperature, but not photoperiod, controls growth cessation and dormancy induction and release in apple and pear. Tree Physiol.

[2] Allona I, Ramos A, Ibáñez C, Contreras A, Casado R, Aragoncillo C (2008). Review. Molecular control of winter dormancy establishment in trees. Span J Agric Res.

[3] Cooke JEK, Eriksson ME, Junttila O (2012). The dynamic nature of bud dormancy in trees: environmental control and molecular mechanisms. Plant Cell Environ.

[4] Maurya JP, Triozzi PM, Bhalerao RP, Perales M (2018). Environmentally Sensitive Molecular Switches Drive Poplar Phenology. Front Plant Sci.

[5] Olsen JE (2010). Light and temperature sensing and signaling in induction of bud dormancy in woody plants. Plant Mol Biol.

[6] Cline MG, Deppong DO (1999). The role of apical dominance in paradormancy of temperate woody plants: a reappraisal. J Plant Physiol.

[7] Lang G, Early J, Martin G, Darnell R (1987). Endo-, Para-, and ecodormancy: physiological terminology and classification for dormancy research. Hortic Sci.

[8] Considine MJ, Considine JA (2016). On the language and physiology of dormancy and quiescence in plants. J Exp Bot.

[9] Badeck FW, Bondeau A, Böttcher K, Doktor D, Lucht W, Schaber JJ (2004). Responses of spring phenology to climate change. New Phytol.

[10] Menzel A, Sparks TH, Estrella N, Koch E, Aasa A, Ahas R (2006). European phenological response to climate change matches the warming pattern. Glob Chang Biol.

[11] Vitasse Y, Lenz A, Körner C (2014). The interaction between freezing tolerance and phenology in temperate deciduous trees. Front Plant Sci.

[12] Bigler C, Bugmann H (2018). Climate-induced shifts in leaf unfolding and frost risk of European trees and shrubs. Sci Rep.

[13] Fu YH, Zhao H, Piao S, Peaucelle M, Peng S, Zhou G (2015). Declining global warming effects on the phenology of spring leaf unfolding. Nature.

[14] Legave J-M, Guédon Y, Malagi G, El Yaacoubi A, Bonhomme M. Differentiated Responses of Apple Tree Floral Phenology to Global Warming in Contrasting Climatic Regions. Front Plant Sci. 2015;6. 10.3389/fpls.2015.01054.10.3389/fpls.2015.01054PMC467821026697028

[15] Erez A (2000). Bu4d dormancy; phenomenon, problems and solutions in the tropics and subtropics. Temperate Fruit Crops in Warm Climates.

[16] Atkinson CJ, Brennan RM, Jones HG (2013). Declining chilling and its impact on temperate perennial crops. Environ Exp Bot.

[17] Snyder RL, de Melo-abreu JP (2005). Frost Protection: fundamentals , practice and economics.

[18] da Silveira Falavigna V, Guitton B, Costes E, Andrés F (2019). I Want to (Bud) Break Free: The Potential Role of *DAM* and *SVP*-Like Genes in Regulating Dormancy Cycle in Temperate Fruit Trees. Front Plant Sci.

[19] Zhong W, Gao Z, Zhuang W, Shi T, Zhang Z, Ni Z (2013). Genome-wide expression profiles of seasonal bud dormancy at four critical stages in Japanese apricot. Plant Mol Biol.

[20] Khalil-Ur-Rehman M, Sun L, Li CX, Faheem M, Wang W, Tao JM (2017). Comparative RNA-seq based transcriptomic analysis of bud dormancy in grape. BMC Plant Biol.

[21] Chao WS, Doğramacı M, Horvath DP, Anderson JV, Foley ME (2017). Comparison of phytohormone levels and transcript profiles during seasonal dormancy transitions in underground adventitious buds of leafy spurge. Plant Mol Biol.

[22] Zhang Z, Zhuo X, Zhao K, Zheng T, Han Y, Yuan C (2018). Transcriptome profiles reveal the crucial roles of hormone and sugar in the bud dormancy of *Prunus mume*. Sci Rep.

[23] Min Z, Zhao X, Li R, Yang B, Liu M, Fang Y (2017). Comparative transcriptome analysis provides insight into differentially expressed genes related to bud dormancy in grapevine (*Vitis vinifera*). Sci Hortic (Amsterdam).

[24] Ueno S, Klopp C, Leplé JC, Derory J, Noirot C, Léger V (2013). Transcriptional profiling of bud dormancy induction and release in oak by next-generation sequencing. BMC Genomics.

[25] Paul A, Jha A, Bhardwaj S, Singh S, Shankar R, Kumar S (2014). RNA-seq-mediated transcriptome analysis of actively growing and winter dormant shoots identifies non-deciduous habit of evergreen tree tea during winters. Sci Rep.

[26] Lesur I, Le Provost G, Bento P, Da Silva C, Leplé JC, Murat F (2015). The oak gene expression atlas: insights into *Fagaceae* genome evolution and the discovery of genes regulated during bud dormancy release. BMC Genomics.

[27] Takemura Y, Kuroki K, Shida Y, Araki S, Takeuchi Y, Tanaka K (2015). Comparative transcriptome analysis of the less-dormant taiwanese pear and the dormant Japanese pear during winter season. PLoS One.

[28] Zhu Y, Li Y, Xin D, Chen W, Shao X, Wang Y (2015). RNA-Seq-based transcriptome analysis of dormant flower buds of Chinese cherry (*Prunus pseudocerasus*). Gene.

[29] Kumar G, Rattan UK, Singh AK (2016). Chilling-mediated DNA methylation changes during dormancy and its release reveal the importance of epigenetic regulation during winter dormancy in Apple (*Malus* x *domestica* Borkh). PLoS One.

[30] Beauvieux R, Wenden B, Dirlewanger E (2018). Bud Dormancy in Perennial Fruit Tree Species : A Pivotal Role for Oxidative Cues. Front Plant Sci.

[31] Lloret A, Badenes ML, Ríos G (2018). Modulation of dormancy and growth responses in reproductive buds of temperate trees. Front Plant Sci.

[32] Campoy JA, Ruiz D, Egea J (2011). Dormancy in temperate fruit trees in a global warming context: a review. Sci Hortic (Amsterdam).

[33] Wenden B, Campoy JA, Jensen M, López-Ortega G. Climatic Limiting Factors: Temperature. In: Quero-García J, Iezzoni A, Pulawska J, Lang G, editors. Wallingford: CABI Publishing; 2017. p. 166–88.

[34] Heide OM (2008). Interaction of photoperiod and temperature in the control of growth and dormancy of *Prunus* species. Sci Hortic (Amsterdam).

[35] Meier U (2001). Growth stages of mono-and dicotyledonous plants BBCH monograph.

[36] Alexa A, Rahnenführer J (2018). topGO: Enrichment Analysis for Gene Ontology. R Packag version 2340.

[37] Jin J, Tian F, Yang DC, Meng YQ, Kong L, Luo J (2017). PlantTFDB 4.0: toward a central hub for transcription factors and regulatory interactions in plants. Nucleic Acids Res.

[38] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[39] Grant CE, Bailey TL, Noble WS (2011). FIMO: scanning for occurrences of a given motif. Bioinformatics.

[40] Causier B, Schwarz-Sommer Z, Davies B (2010). Floral organ identity: 20 years of ABCs. Semin Cell Dev Biol.

[41] Lee S-J, Kang J-Y, Park H-J, Kim MD, Bae MS, Choi H (2010). DREB2C interacts with ABF2, a bZIP protein regulating Abscisic acid-responsive gene expression, and its overexpression affects Abscisic acid sensitivity. Plant Physiol.

[42] Chen Y, Chen Z, Kang J, Kang D, Gu H, Qin G (2013). *AtMYB14* regulates cold tolerance in Arabidopsis. Plant Mol Biol Report.

[43] Liu Q, Wang Z, Xu X, Zhang H, Li C (2015). Genome-wide analysis of C2H2 zinc-finger family transcription factors and their responses to abiotic stresses in poplar (*Populus trichocarpa*). PLoS One.

[44] Kiełbowicz-Matuk A (2012). Involvement of plant C2H2-type zinc finger transcription factors in stress responses. Plant Sci.

[45] Koornneef M, Léon-Kloosterziel KM, Schwartz SH, Zeevaart JAD (1998). The genetic and molecular dissection of abscisic acid biosynthesis and signal transduction in Arabidopsis. Plant Physiol Biochem.

[46] Doğramacı M, Horvath DP, Anderson JV (2014). Dehydration-induced endodormancy in crown buds of leafy spurge highlights involvement of MAF3- and RVE1-like homologs, and hormone signaling cross-talk. Plant Mol Biol.

[47] Fadón E, Herrero M, Rodrigo J (2015). Flower development in sweet cherry framed in the BBCH scale. Sci Hortic (Amsterdam).

[48] Geilen K, Böhmer M (2015). Dynamic subnuclear relocalization of WRKY40, a potential new mechanism of ABA-dependent transcription factor regulation. Plant Signal Behav.

[49] Liu R, Xu Y-H, Jiang S-C, Lu K, Lu Y-F, Feng X-J (2013). Light-harvesting chlorophyll *a/b*-binding proteins, positively involved in abscisic acid signalling, require a transcription repressor, WRKY40, to balance their function. J Exp Bot.

[50] Pandey SP, Roccaro M, Schön M, Logemann E, Somssich IE (2010). Transcriptional reprogramming regulated by WRKY18 and WRKY40 facilitates powdery mildew infection of Arabidopsis. Plant J.

[51] Zhou J, Lee C, Zhong R, Ye Z-H (2009). MYB58 and MYB63 are transcriptional activators of the lignin biosynthetic pathway during secondary Cell Wall formation in Arabidopsis. Plant Cell Online.

[52] Gibbs DJ, Voß U, Harding SA, Fannon J, Moody LA, Yamada E (2014). AtMYB93 is a novel negative regulator of lateral root development in Arabidopsis. New Phytol.

[53] Simmons AR, Davies KA, Wang W, Liu Z, Bergmann DC (2019). SOL1 and SOL2 regulate fate transition and cell divisions in the arabidopsis stomatal lineage. Dev.

[54] Engin H, Ünal A (2007). Examination of flower bud initiation and differentiation in sweet cherry and peach by scanning Electron microscope. Turk J Agric For.

[55] Li Z, Reighard GL, Abbott AG (2009). Bielenberg DG. Dormancy-associated MADS genes from the *EVG* locus of peach [*Prunus persica* (L.) Batsch] have distinct seasonal and photoperiodic expression patterns. J Exp Bot.

[56] Rothkegel K, Sánchez E, Montes C, Greve M, Tapia S, Bravo S (2017). DNA methylation and small interference RNAs participate in the regulation of MADS-box genes involved in dormancy in sweet cherry (*Prunus avium* L.). Tree Physiol.

[57] Jiménez S, Reighard GL, Bielenberg DG (2010). Gene expression of *DAM5* and *DAM6* is suppressed by chilling temperatures and inversely correlated with bud break rate. Plant Mol Biol.

[58] Zhao K, Zhou Y, Ahmad S, Xu Z, Li Y, Yang W (2018). Comprehensive Cloning of *Prunus mume* Dormancy Associated MADS-Box Genes and Their Response in Flower Bud Development and Dormancy. Front Plant Sci.

[59] Mimida N, Saito T, Moriguchi T, Suzuki A, Komori S, Wada M (2015). Expression of DORMANCY-ASSOCIATED MADS-BOX (DAM)-like genes in apple. Biol Plant.

[60] Doǧramaci M, Horvath DP, Chao WS, Foley ME, Christoffers MJ, Anderson JV (2010). Low temperatures impact dormancy status, flowering competence, and transcript profiles in crown buds of leafy spurge. Plant Mol Biol.

[61] Howe GT, Horvath DP, Dharmawardhana P, Priest HD, Mockler TC, Strauss SH (2015). Extensive Transcriptome changes during natural onset and release of vegetative bud dormancy in *Populus*. Front Plant Sci.

[62] Fennell AY, Schlauch KA, Gouthu S, Deluc LG, Khadka V, Sreekantan L (2015). Short day transcriptomic programming during induction of dormancy in grapevine. Front Plant Sci.

[63] Leida C, Conesa A, Llácer G, Badenes ML, Ríos G (2012). Histone modifications and expression of *DAM6* gene in peach are modulated during bud dormancy release in a cultivar-dependent manner. New Phytol.

[64] Götz K-P, Chmielewski FM, Homann T, Huschek G, Matzneller P, Rawel HM (2014). Seasonal changes of physiological parameters in sweet cherry (*Prunus avium* L.) buds. Sci Hortic (Amsterdam).

[65] Tuan PA, Bai S, Saito T, Ito A, Moriguchi T (2017). Dormancy-associated MADS-box (DAM) and the Abscisic acid pathway regulate pear Endodormancy through a feedback mechanism. Plant Cell Physiol.

[66] Tylewicz S, Petterle A, Marttila S, Miskolczi P, Azeez A, Singh RK (2018). Photoperiodic control of seasonal growth is mediated by ABA acting on cell-cell communication. Science.

[67] Leida C, Conejero A, Arbona V, Gómez-Cadenas A, Llácer G, Badenes ML (2012). Chilling-dependent release of seed and bud dormancy in peach associates to common changes in gene expression. PLoS One.

[68] Ruttink T, Arend M, Morreel K, Storme V, Rombauts S, Fromm J (2007). A molecular timetable for apical bud formation and dormancy induction in poplar. Plant Cell.

[69] Lopez-Molina L, Mongrand S, McLachlin DT, Chait BT, Chua NH (2002). ABI5 acts downstream of ABI3 to execute an ABA-dependent growth arrest during germination. Plant J.

[70] Or E, Belausov E, Popilevsky I, Ben TY (2000). Changes in endogenous ABA level in relation to the dormancy cycle in grapevines grown in a hot climate. J Hortic Sci Biotechnol.

[71] Zheng C, Halaly T, Acheampong AK, Takebayashi Y, Jikumaru Y, Kamiya Y (2015). Abscisic acid (ABA) regulates grape bud dormancy, and dormancy release stimuli may act through modification of ABA metabolism. J Exp Bot.

[72] Wang D, Gao Z, Du P, Xiao W, Tan Q, Chen X (2016). Expression of ABA Metabolism-Related Genes Suggests Similarities and Differences Between Seed Dormancy and Bud Dormancy of Peach (*Prunus persica*). Front Plant Sci.

[73] Chmielewski FM, Götz K, Homann T, Huschek G, Rawel H. Identification of Endodormancy Release for Cherries (*Prunus avium* L.) by Abscisic Acid and Sugars. J Hortic. 2017;04. 10.4172/2376-0354.1000210.

[74] Yamane H, Wada M, Honda C, Matsuura T, Ikeda Y, Hirayama T (2019). Overexpression of *Prunus DAM6* inhibits growth, represses bud break competency of dormant buds and delays bud outgrowth in apple plants. PLoS One.

[75] Nambara E, Marion-Poll A (2005). Abscisic acid biosynthesis and catabolism. Annu Rev Plant Biol.

[76] Singh RK, Miskolczi P, Maurya JP, Bhalerao RP (2019). A Tree Ortholog of SHORT VEGETATIVE PHASE Floral Repressor Mediates Photoperiodic Control of Bud Dormancy. Curr Biol.

[77] Ibáñez C, Kozarewa I, Johansson M, Ogren E, Rohde A, Eriksson ME (2010). Circadian clock components regulate entry and affect exit of seasonal dormancy as well as winter hardiness in Populus trees. Plant Physiol.

[78] Kozarewa I, Ibáñez C, Johansson M, Ogren E, Mozley D, Nylander E (2010). Alteration of *PHYA* expression change circadian rhythms and timing of bud set in *Populus*. Plant Mol Biol.

[79] Ding J, Böhlenius H, Rühl MG, Chen P, Sane S, Zambrano JA (2018). *GIGANTEA*-like genes control seasonal growth cessation in Populus. New Phytol.

[80] Johansson Mikael, Ramos-Sánchez José M., Conde Daniel, Ibáñez Cristian, Takata Naoki, Allona Isabel, Eriksson Maria E. (2015). Role of the Circadian Clock in Cold Acclimation and Winter Dormancy in Perennial Plants. Advances in Plant Dormancy.

[81] Denardi Porto D, Bruneau M, Perini P, Anzanello R, Renou JJ-P, Santos HPD (2015). Transcription profiling of the chilling requirement for bud break in apples: a putative role for *FLC*-like genes. J Exp Bot.

[82] Meissner M, Orsini E, Ruschhaupt M, Melchinger AE, Hincha DK, Heyer AG (2013). Mapping quantitative trait loci for freezing tolerance in a recombinant inbred line population of *Arabidopsis thaliana* accessions Tenela and C24 reveals REVEILLE1 as negative regulator of cold acclimation. Plant Cell Environ.

[83] Jiang Z, Xu G, Jing Y, Tang W, Lin R (2016). Phytochrome B and REVEILLE1/2-mediated signalling controls seed dormancy and germination in Arabidopsis. Nat Commun.

[84] Rawat R, Schwartz J, Jones MA, Sairanen I, Cheng Y, Andersson CR (2009). REVEILLE1, a Myb-like transcription factor, integrates the circadian clock and auxin pathways. Proc Natl Acad Sci.

[85] Farinas B, Mas P (2011). Histone acetylation and the circadian clock: a role for the MYB transcription factor RVE8/LCL5. Plant Signal Behav.

[86] Pérez FJ, Vergara R, Rubio S (2008). H2O2 is involved in the dormancy-breaking effect of hydrogen cyanamide in grapevine buds. Plant Growth Regul.

[87] Vergara R, Rubio S, Pérez FJ (2012). Hypoxia and hydrogen cyanamide induce bud-break and up-regulate hypoxic responsive genes (HRG) and VvFT in grapevine-buds. Plant Mol Biol.

[88] Ophir R, Pang X, Halaly T, Venkateswari J, Lavee S, Galbraith D (2009). Gene-expression profiling of grape bud response to two alternative dormancy-release stimuli expose possible links between impaired mitochondrial activity, hypoxia, ethylene-ABA interplay and cell enlargement. Plant Mol Biol.

[89] Horvath DP, Sung S, Kim D-H, Chao WS, Anderson J (2010). Characterization, expression and function of *DORMANCY ASSOCIATED MADS-BOX* genes from leafy spurge. Plant Mol Biol.

[90] de la Fuente L, Conesa A, Lloret A, Badenes ML, Ríos G (2015). Genome-wide changes in histone H3 lysine 27 trimethylation associated with bud dormancy release in peach. Tree Genet Genomes.

[91] Saito T, Bai S, Imai T, Ito A, Nakajima I, Moriguchi T (2015). Histone modification and signalling cascade of the dormancy-associated MADS-box gene, *PpMADS13-1*, in Japanese pear (*Pyrus pyrifolia*) during endodormancy. Plant Cell Environ.

[92] Pagnussat GC, Yu HJ, Ngo QA, Rajani S, Mayalagu S, Johnson CS (2005). Genetic and molecular identification of genes required for female gametophyte development and function in Arabidopsis. Development.

[93] Rinne PLH, van der Schoot C (2003). Plasmodesmata at the crossroads between development, dormancy, and defense. Can J Bot.

[94] Marquat C, Vandamme M, Gendraud M, Pétel G (1999). Dormancy in vegetative buds of peach: relation between carbohydrate absorption potentials and carbohydrate concentration in the bud during dormancy and its release. Sci Hortic (Amsterdam).

[95] Biswas S, Kerner K, Teixeira PJPL, Dangl JL, Jojic V, Wigge PA (2017). Tradict enables accurate prediction of eukaryotic transcriptional states from 100 marker genes. Nat Commun.

[96] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[97] Verde I, Jenkins J, Dondini L, Micali S, Pagliarani G, Vendramin E (2017). The peach v2.0 release: high-resolution linkage mapping and deep resequencing improve chromosome-scale assembly and contiguity. BMC Genomics.

[98] Wagner D (2003). Chromatin regulation of plant development. Curr Opin Plant Biol.

[99] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[100] Benjamini Y, Hochberg J (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser B.

[101] Pedregosa F, Varoquaux G, Gramfort A, Michel V, Thirion B, Grisel O (2011). Scikit-learn: machine learning in Python. J Mach Learn Res.

How the deposited data were processed for this re-analysis (not part of the article)

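RNA of sweet cherry flower buds was sequenced from 3 cultivars over a season, with each library made from the buds of a tree: 31 libraries of ‘Garnet’, 29 of ‘Cristobalina’ and 22 of ‘Regina’. The paper uses 81 of these 82 libraries. The second ‘Regina’ tree of 7 July is outside its analysis, and the paper gives no reason. Poly(A) RNA was made into stranded libraries and read as 75 bp pairs. Stages and dates were taken from the paper's Table S1 and the series labels.

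The raw counts were made by the authors: reads were trimmed with Trimmomatic, checked with FastQC and aligned to the peach genome v2 with TopHat, and possible optical duplicates were removed with Picard, before reads were counted per gene. The FPKM values, per the file headers, are counts scaled by gene length and library size, and were read here only to describe the files. The TPM values were made by the authors as well, and in each sample they equal the FPKM values times a constant. The authors give no versions and no counting tool. The labels of the files name unstranded counting and an Arabidopsis genome release, while the paper names a stranded kit and the peach genome and all gene IDs and positions are those of peach. The strand setting of the counts was not tested, so reads of genes that overlap on opposite strands may be shared. Every file holds 26873 gene models with peach IDs of the v2.0.a1 annotation. A fold change over several dates averages the dates on the log scale and need not equal the ratio of mean TPM. Between single dates, or cultivars on a date, the fold changes of TPM and of counts differ too for some genes, among them the homologues of ARK3, BGLU45 and RD22 (Prupe.1G475900), and the cause was not tested. The reference table held here shares no ID with them, so names come from the paper's tables and from the Arabidopsis matches they list.

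Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood F test, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The dormant comparison of ‘Garnet’ set endodormancy and dormancy release against organogenesis, paradormancy and ecodormancy, with the paper's filters: a mean count of at least 3, at most 75% of samples at 0 and a coefficient of variation of at least 0.3. The paper does not list the stages on each side. The stage comparisons came from a model with a mean per date, and the cultivar comparisons from a model with a mean per cultivar and date, both with the filters on counts but not the filter on variation. Predicted targets of 10 transcription factors (Table S3) were tested as groups with camera of limma 3.58.1, with a preset correlation of 0.01 between genes. Table S2 was held in the first 1998 of its 6683 rows and Table S5 in its first 1211 rows, so no overlap or enrichment was tested with them.

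Named genes follow a rule: every gene that the paper names with a peach ID in Tables 1, 2, S3 or S5, and for each comparison the 5 highest and the 5 lowest fold changes among called genes that have an Arabidopsis symbol in Tables S3 or S5, a mean of at least 5 TPM in the higher group, and the same direction in every sample of the higher group against the mean of the lower group. A symbol was held for 698 of the 26873 gene models, so larger changes may lie among other genes. The values in the paper's tables had been seen when this rule was set. Gene groups by ID were the ABA pathway, ERF and DREB genes, floral MADS-box genes, MYB, WRKY and other transcription factors, oxidation-reduction, cold and desiccation, growth and lipid transfer, and the markers PavTCX2 and PavCSLG3. Groups by words in the name of the Arabidopsis match were ABA signalling, callose, cell cycle and DNA replication, cell wall, cold and desiccation response, heat shock and chaperones, MADS-box, microtubules, oxidation-reduction, photosynthesis, pollen and anther, protein kinases, ribosomal proteins, RNA processing, transport, and a group meant for clock genes whose 14 members all proved to be GDSL-type lipases and is reported as such. All members were picked by the study as genes that vary in these samples.

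Principal components were computed on TPM scaled per gene over the genes called in ‘Garnet’ with prcomp, and clusters by correlation distance with complete linkage into 10 groups. Mean z-scores of the paper's clusters were computed over the 81 samples from the members held. For the classifier, 7 genes with a mean of at least 50 TPM were chosen by correlation with their cluster's mean profile, their TPM was divided by the cultivar's mean of 6 October, and the first 2 components went into a multinomial logistic regression (nnet 7.3.20), trained on 70% of samples in 500 random splits. The components came from all 81 samples in every scheme, and only the regression was refitted. The regroupings of samples were run in R, with tables read and written by data.table 1.17.8. Data were loaded and tables assembled in Python 3.11.15, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 installed, and figures were drawn with matplotlib 3.10.9.

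Total counts per library ran from 7364701 (the ‘Regina’ library of 7 July that the paper does not use) to 26195502, and from 8781502 over the 81 samples (median 14983452). The tests were run on simulated data drawn from the means, dispersions and totals of these libraries with 200 changed genes. Libraries were drawn as independent, without effects of date, so the values of the dormant comparison do not allow for trees alike by date. With a 4-fold change, 93.9% of the changed genes were recovered in the dormant comparison, 86.4% for late against early endodormancy, 87.9% for paradormancy against organogenesis, 81.8% for ‘Cristobalina’ against ‘Garnet’ on 26 January and 97% for ‘Regina’ against ‘Garnet’. With a 1.5-fold change these were 41.8%, 55.2%, 56.7%, 47.8% and 38.8%.

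Alternatives chosen before the data were examined were size factors by the RLE method, DESeq2 1.42.0 with independent filtering off and, for the dormant comparison, on, filterByExpr or no filter for low counts, no filter on variation, the replicate number or the lane as a term, dormancy release left out or on the non-dormant side, a log2 fold change of at least 1, all 82 samples, each replicate left out in turn, pseudocounts of 1 and 0.1 for log2 TPM, unscaled TPM, all genes with a read, other linkages, other ways of leaving samples out of the classifier, random sets of 7 genes, and camera with an estimated correlation. Each date left out in turn, DESeq2 with dormancy release moved or left out, and a classifier on the components of all called genes were added after the data were seen. The RT-qPCR values of the paper and the genes that the parts of its tables held here do not pair with an ID were not analysed here.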

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

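The tests on mapping and lanes on 26 January, on the lane as a term, on the RD22 homologues, and the splits of the dormant comparison, of paradormancy against organogenesis and of early endodormancy against paradormancy were chosen only after their results were seen.

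The difference between cultivars itself changed over the season. From 1 September to 26 January, 11260 genes changed in their difference between ‘Cristobalina’ and ‘Garnet’, 10911 between ‘Cristobalina’ and ‘Regina’ and 120 between ‘Regina’ and ‘Garnet’, by edgeR's test of the interaction. On 26 January, 14491 genes differed between ‘Cristobalina’ and ‘Garnet’ and 2046 between ‘Regina’ and ‘Garnet’. Library size does not account for the contrast between the cultivars: with all samples thinned to the smallest total of 8781502, 13622 and 1567 genes were called. A constant loss of reads of a cultivar against the peach genome would cancel in the change of the difference, which still held 11260 genes, and all 8 libraries of 26 January ran in a single lane, so the lane cannot part the cultivars on that date. Open explanations are the bud stage, which differs between the cultivars on that date (ecodormancy, dormancy release and endodormancy), and other differences between their genotypes, which the design does not separate from the stage. That the stage may account for most of these genes is a hypothesis. With 3 trees against 3 there are 10 splits, too few for a share under 0.05: the real split of 26 January called 14491 genes and the highest of the others 135, that of 1 September 3245 and 27, and that of the change 11260 and 14, with 1 split as large in each, the real one.

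The dormant comparison of ‘Garnet’ called 7594 genes, and 1007 once the sequencing lane was a term in the model, when the balance turned from 2972 higher and 4622 lower to 587 higher and 420 lower. Only 1 of the 7 ‘Garnet’ lanes holds samples of both sides (5 dormant and 1 non-dormant). For most samples the lane and the dormancy state thus cannot be told apart: the lane follows the date. With the lane as a term, the fold changes compare 1 library of 4 August with 5 of 6 October and 1 December. Between 6 October and 3 November ‘Regina’ and ‘Garnet’ exchanged lanes, and 600 genes changed in their difference, against 75 between 1 September and 1 December, when they shared a lane. These 600 genes are what a lane effect would give, though the cultivars may also have moved through early endodormancy at different times. Splits of the 31 samples drawn at random called at most 2457 genes in 100 splits (1 as large, the real one). They would exclude chance only for independent samples, and the trees of a date are alike. When whole dates were regrouped, 1 of 100 splits was as large, the real one, but the highest of the others called 7141 genes, so another grouping of the dates gives nearly as many, and the count alone does not part dormancy from other changes over the season.

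The stage comparisons follow dates as well. With trees as units, only the real split called as many genes for early endodormancy against paradormancy (1 of 56 splits, 7300 genes and at most 5055 in the others). The same held for late against early endodormancy (1 of 100, 11533 and 5202) and ecodormancy against dormancy release (1 of 100, 15133 and 11683). Most other splits mix trees of different dates, which are less alike, while the real one keeps each date whole. These splits thus do not exclude chance. For paradormancy against organogenesis 2 of 84 splits were as large: the real one with 7876 genes and, with 8994, the one that sets the trees of 7 July apart, which were sequenced in a lane of their own among these samples. For dormancy release against late endodormancy 2 of 100 were as large: the real one with 6377 and, with 6612, a split that sets all trees of 29 December and 13 January, which shared a lane, with 1 of 26 January against the rest. A date or lane can thus part the samples as strongly as the stage. With whole dates as units chance is not excluded for paradormancy against organogenesis, and all these comparisons hold too few dates to regroup. 2 trees of 4 August share a lane with those of 1 September, and those of 29 December with those of 13 January; a comparison within these lanes was not run and would still set date against date.

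The RD22 homologues on chromosome 1, 5 of the 9 genes in the region from 39482217 to 39627706, genes that the text of the paper does not discuss, had fewer reads in ‘Regina’ and ‘Cristobalina’ than in ‘Garnet’. On 1 September their summed CPM was 183.6 ± 3.39 in ‘Garnet’ (SD, n = 3 trees), 18.0 ± 2.50 in ‘Cristobalina’ (n = 3) and 8.73 in ‘Regina’ (mean, n = 2), so that ‘Garnet’ over ‘Regina’ was 21. Reads that only move between near-identical copies would leave this sum in place, and the ratio of 21 argues against that. A constant loss of reads in ‘Regina’ would leave the ratio constant only if the levels of both cultivars ran in parallel over the dates. The ratio varied 6.36-fold over the dates, from 4.94 on 22 March to 31.4 on 23 February. Since the stages of the cultivars differ on some of these dates, this does not decide on a constant loss. Such a loss stays open, as does a variant of the cultivars in these genes with its own regulation, which was not tested.

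The second ‘Regina’ tree of 7 July, which the paper does not use, had 2775 genes with at least 1 read and a TPM of 0, against 216 to 333 in the other samples. Genes without a read and with a TPM above 0 numbered 201 in that tree and 364 to 517 in the others. Counts and TPM thus disagree for some genes in every sample, and the cause was not tested.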

How the results depend on the processing

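The alternatives by date for the dormant comparison, DESeq2 with dormancy release moved, and the classifier on all called genes were chosen only after the results were seen. Over all results that answer a comparison, 187 values under an alternative stayed within their bound, 59 moved beyond it and 9 lost their call; for the named genes 9094 kept their direction and their side of the threshold, 420 lost it, 72 gained it and 9 reversed. Unless said otherwise, the cause was not tested. The dormant comparison (7594 genes) gave 1007 with the lane as a term, 1562 with dormancy release as non-dormant (2114 by DESeq2) and 3311 with a log2 fold change of at least 1, a stricter demand; without each date it gave 6212 to 8008. Normalization moved the median log2 fold change of all genes from -0.202 to -0.179.

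Leaving out all libraries of a replicate number, which lowers the number of trees and leaves some dates with a lone tree assumed to vary like the others, gave 5001 to 6356 genes for paradormancy against organogenesis, 3634 to 6095 for early endodormancy against paradormancy and 2955 to 4872 for dormancy release against late endodormancy. On 1 September it gave 1720 to 2458 for ‘Cristobalina’ against ‘Garnet’, 583 to 1302 for ‘Regina’ against ‘Garnet’ and 938 to 2193 for ‘Cristobalina’ against ‘Regina’, and on 26 January 708 to 2173 for ‘Regina’ against ‘Garnet’. The change of the latter difference (120 genes, 49.2% upward) ranged from 9 to 150, and DESeq2 gave 267 (36.7% upward). With the replicate block the dormant comparison gave 7374 genes and that change 135. The numbers were not taken to pair the trees across dates, as not every correlation of samples with the same number exceeded 0.1. Those correlations had a median of 0.0354 in ‘Garnet’, 0.0177 in ‘Cristobalina’ and -0.00461 in ‘Regina’. For other numbers the medians were -0.0221, -0.0117 and 0.00461. In the same order, 16 of 27, 17 of 27 and 0 of 20 samples correlated best with their own number. A weak pairing in ‘Garnet’ and ‘Cristobalina’ is thus not excluded.

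PC1 of ‘Garnet’ held 53.92% unscaled, 46.45% with log2(TPM + 1), 46.64% with log2(TPM + 0.1), 24.5% over all genes and 42.43 to 43.05% without a replicate, and PC2 17.15% unscaled, 17.91% with log2(TPM + 0.1), 22.03% over all genes and 18.85 to 19.16% without a replicate. For the cultivars together PC1 held 46.92% unscaled, 36.97% with log2(TPM + 1), 19.56% over all genes, 31.89% over 82 samples and 32.43 to 32.94% without a replicate, and PC2 16.11%, 17.68% and 16.65 to 17.23%. Genes highest in ecodormancy numbered 4612 with average linkage and 3196 with log2(TPM + 1), and those highest in summer 31 and 1423. The difference of ‘Cristobalina’ from ‘Garnet’ on 26 January with z-scores within cultivar and with log2(TPM + 1) was 0.617 and 0.89 for cluster 1, -0.737 and -1.151 for cluster 5, -1.215 and -1.665 for cluster 8 (-1.578 to -1.536 without a replicate) and 1.932 and 2.181 for cluster 10. The classifier reached 75.3% with each cultivar and date left out, 74.1% with a cultivar left out, 67.7% with random genes and 74.1% on the components of all called genes with each cultivar and date left out. Camera's calls of the target lists in dormant buds had adjusted p = 0.0507 with an estimated correlation for PavABF2, PavABI5, PavERF110, PavMYB14, PavRVE1 and PavRVE8, 0.152 for PavMYB40 and PavMYB63 and 0.148 for PavMYB93.

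In dormant buds PavAGL6 and the CYP707A4 homologue reversed to 2.72 and 2.95 with the lane as a term. Those values rest on a lone non-dormant library of 4 August. The PYL4 and AT4G18450 homologues reversed to 1.04 and 1.03 without 22 March. The peroxidase AT2G22420 homologue reversed to -0.37 with dormancy release as non-dormant, by edgeR and DESeq2. Without a replicate PavRVE1 in paradormancy against organogenesis ranged from -0.79, a reversal, to 0.62, and PavMYB93 in ‘Cristobalina’ against ‘Regina’ from -4.3 to 1.05 on 26 January and from -4.2 to 0.61 for the change, where the highest values are reversals. With 2 trees of ‘Regina’ per date and a few TPM for PavMYB63 and PavMYB14, depth and number of trees limit what can be called.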

Differences from the paper's values

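The alternatives by date and DESeq2 with dormancy release moved or left out were chosen only after the values were seen.

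For the number of genes called between dormant and non-dormant stages in ‘Garnet’ the paper's value is 6683 and the value here 7594, within 1.5 times of each other at the paper's threshold, with sides that the paper does not list. Of the alternatives set before the data were examined, RLE size factors (7531), DESeq2 (7696), filterByExpr (6540), no low-count filter (8293), the replicate block (7374) and dormancy release left out (5414) stay within that bound, and no filter on variation (11278), the lane as a term (1007), dormancy release as non-dormant (1562) and a log2 fold change of at least 1 (3311) do not. In the ‘Garnet’ PCA the paper's PC1 and PC2 hold 41.63% and 20.24% of the variance, here 42.30% and 18.53%. For the cultivars together they hold about 31% and 18% in Fig. 6, read by eye, and here 32.48% and 16.75%. The paper's model predicts the stage of all its test samples, 100%, with its own 7 genes, and here 81.3% of test samples were right with 7 genes among which PavTCX2 is also the paper's, so the measures are not on the same genes.

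The paper lists the following genes as differing between dormant and non-dormant stages, and they did not pass edgeR's quasi-likelihood test here. Calls with the lane as a term rest on a lone non-dormant library of 4 August, and cannot part dormancy from date. PavTCX2 had a log2 fold change of -0.38 (adjusted p = 0.25) and passed without 6 October or without 22 March. PavAG had 0.32 (adjusted p = 0.66), PavAP3 0.08 (adjusted p = 0.882), PavPI 0.72 (adjusted p = 0.288) and PavAGL6 -0.02 (adjusted p = 0.976), and all of these passed with the lane as a term, PavAGL6 in the upward direction. PavSEP3 had 0.58 (adjusted p = 0.364) and PavAGL15 0.37 (adjusted p = 0.373), and these passed with the lane as a term or without 22 March. PavSVP had -0.52 (adjusted p = 0.119) and PavMYB63 -0.65 (adjusted p = 0.0888), and these passed without 23 February or without 22 March. The PYL4 homologue had -0.30 (adjusted p = 0.627), the AT4G18450 homologue -0.01 (adjusted p = 0.99) and the GSTU8 homologue 0.42 (adjusted p = 0.444). These passed without 22 March, the PYL4 and AT4G18450 homologues in the upward direction. The CYP707A4 homologue had -1.14 (adjusted p = 0.126). It passed with the lane as a term, in the upward direction, or without 7 July, 4 August or 1 September. The DREB2G homologue had 0.31 (adjusted p = 0.411) and passed without 7 July. PavWRKY40 had -0.67 (adjusted p = 0.187) and passed without 1 September or without 6 October, and the APX4 homologue had 0.30 (adjusted p = 0.148) and passed without 3 November or without 22 March. The peroxidase AT4G17690 homologue had -1.21 (adjusted p = 0.0992) and passed without 1 September. The SEP1 homologue Prupe.1G290500, with 0.09 (adjusted p = 0.744), and PavSHN3, with -0.03 (adjusted p = 0.936), passed under none of the settings run. PavABF2, PavDREB2C, PavGPX6, PavGRF7, PavLEA14, PavSEP1 and PavCSLG3, which the paper lists too, did pass.

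The paper describes PavGST8 as activated in ecodormancy and the parts of its tables held here pair that name with no ID, so it was not compared. The GSTU8 homologue of Table S5, which need not be the same gene, had a log2 fold change from dormancy release to ecodormancy of -0.07 (adjusted p = 0.662).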

Other observations

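The test of a classifier on the components of all called genes was chosen only after its value was seen.

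Genes of RNA processing were mostly higher in dormant buds of ‘Garnet’, next to the paper's GO terms on nucleic acid metabolism late in endodormancy. Of 30 members, which the study chose on these samples, 23 were higher and 4 lower in dormant buds (24 and 4 when adjusted over the list alone), and 2 rose and 24 fell in ecodormancy, by edgeR's quasi-likelihood test. They include homologues of the splicing factor PRP40C and the chloroplast RNA-binding protein RBP31, and also of RNR2, a ribonucleotide reductase, and CHR19, a chromatin factor, which do not process RNA. Of 11 genes of photosynthesis 7 rose and 2 fell in dormant buds (8 and 2 when adjusted over the list alone). The list holds 4 neighbouring ELIP1 homologues, light-stress proteins, of which 3 rose (Prupe.1G021600 had a log2 fold change of 3.69, adjusted p = 0.00114), while the photosystem subunits PSAL and PSBX fell, so the group does not speak for photosynthesis as a whole. Of 9 ribosomal protein genes 4 rose and 1 fell (4 and 1 when adjusted over the list alone), and of 15 heat shock and chaperone genes 7 rose and 5 fell (8 and 5 when adjusted over the list alone).

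Of the 14 GDSL-type lipases, secreted esterases, 12 were lower in dormant buds and none passed the test upward, with the same counts when adjusted over the list alone. Of 7 cell cycle and DNA replication genes 1 rose and 4 fell (2 and 4 when adjusted over the list alone), and the one that rose is the CDF2 homologue, a DOF factor that is no cell-cycle gene. Those that fell include homologues of the cyclin CYCA2 and the histones HTA11 and HTB4. Of 46 protein kinase genes 12 rose and 20 fell (12 and 22 when adjusted over the list alone), of 45 transport genes 13 and 19, and of 15 oxidation-reduction genes picked by name 8 and 3. Of 3 callose genes 1, the homologue of the plasmodesmal protein PDLP2, rose and 2 fell, among them that of PDLP6. Of 8 genes of the pollen and anther group 2 rose and 5 fell; its members are 3 of a pollen allergen and extensin family, the CER4 and NPGR1 homologues and unknown proteins, so it does not measure the share of anthers in a bud. Of 16 genes of cold and desiccation response 4 rose, among them the homologues of GolS4 and COR27, and 11 fell, 6 of them RD22 homologues. Of 10 ABA signalling genes picked by name 6 rose and 2 fell. Of 9 MADS-box genes picked by name 3 rose and none passed downward: the homologues of AGL30 and DRM1, the latter a dormancy-associated protein that is no MADS-box factor, and PavSEP1. Of the markers PavTCX2 and PavCSLG3, the latter rose. The study chose all these groups on these samples.

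On the first 2 components of all called genes the classifier was right for 81.3% of test samples over random splits, as with the 7 genes, and for 74.1% with each cultivar and date left out. With the latter scheme random sets of 7 genes reached 57.3% ± 11.6 (SD over 100 sets), and 6 sets did as well as the chosen genes.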
